# Epigenetic silencing of a multifunctional plant stress regulator

**DOI:** 10.7554/eLife.47835

**Published:** 2019-08-16

**Authors:** Mark Zander, Björn C Willige, Yupeng He, Thu A Nguyen, Amber E Langford, Ramlah Nehring, Elizabeth Howell, Robert McGrath, Anna Bartlett, Rosa Castanon, Joseph R Nery, Huaming Chen, Zhuzhu Zhang, Florian Jupe, Anna Stepanova, Robert J Schmitz, Mathew G Lewsey, Joanne Chory, Joseph R Ecker

**Keywords:** plant epigenomics, ethylene, histone demethylation, chromatin remodeling, *A. thaliana*

## Abstract

The central regulator of the ethylene (ET) signaling pathway, which controls a plethora of developmental programs and responses to environmental cues in plants, is ETHYLENE-INSENSITIVE2 (EIN2). Here we identify a chromatin-dependent regulatory mechanism at *EIN2* requiring two genes: ETHYLENE-INSENSITIVE6 (EIN6), which is a H3K27me3 demethylase also known as *RELATIVE OF EARLY FLOWERING6* (*REF6*), and EIN6 ENHANCER (EEN), the *Arabidopsis* homolog of the yeast INO80 chromatin remodeling complex subunit *IES6* (*INO EIGHTY SUBUNIT*). Strikingly, EIN6 (REF6) and the INO80 complex redundantly control the level and the localization of the repressive histone modification H3K27me3 and the histone variant H2A.Z at the 5’ untranslated region (5’UTR) intron of *EIN2*. Concomitant loss of EIN6 (REF6) and the INO80 complex shifts the chromatin landscape at *EIN2* to a repressive state causing a dramatic reduction of *EIN2* expression. These results uncover a unique type of chromatin regulation which safeguards the expression of an essential multifunctional plant stress regulator.

## Introduction

The gaseous plant hormone ethylene regulates numerous biological processes ranging from development to responses to environmental stimuli (Johnson and Ecker, 1998). The ET signaling pathway evolved over 450 million years ago with EIN2 as its master regulator (Alonso et al., 1999; Ju et al., 2015). In the absence of ethylene, EIN2 is constitutively phosphorylated by the Raf-like protein kinase CONSTITUTIVE TRIPLE RESPONSE1 (CTR1). Upon ET perception, EIN2 is no longer phosphorylated by CTR1, resulting in the proteolytic cleavage of EIN2’s C-terminal CEND domain (EIN2C) (Ju et al., 2012; Qiao et al., 2012; Wen et al., 2012). This multifunctional EIN2C has multiple modes of action (Zheng and Zhu, 2016). In the cytoplasm, EIN2C functions to facilitate the translational repression of mRNAs for the EIN3/EIL1-degrading F-box proteins EIN3 BINDING F BOX1/2 (EBF1/EBF2) in cytoplasmic P-bodies (Merchante et al., 2015; Li et al., 2015). EIN2C also translocates to the nucleus where it stabilizes the ethylene response master regulatory transcription factors (TFs) EIN3 and EIL1 through a currently unknown mechanism (Ju et al., 2012; Qiao et al., 2012; Wen et al., 2012). In addition, nuclear-localized EIN2C also directly regulates histone acetylation through an association with EIN2 NUCLEAR-ASSOCIATED PROTEIN1 (ENAP1) at ET-responsive genes (Zhang et al., 2017). ET is crucial for the integration of biotic and abiotic stress responses into plant growth pathways (Dubois et al., 2018) which is underscored by the severe stress-related phenotypes displayed by *ein2* loss-of-function alleles in *Arabidopsis* (Alonso et al., 1999) as well as in many other species including the legume *Medicago truncatula* and rice (*Oryza sativa*) (Penmetsa et al., 2008; Ma et al., 2013). Yet despite EIN2‘s importance for fitness under adverse growth conditions across land plants, its transcriptional regulation and underlying chromatin architecture are completely uncharacterized.

Here we combined genomics, genetics and biochemistry to explore the chromatin environment at *EIN2*. Through the molecular characterization of the ET-insensitive *ein6-1* mutant, we discovered that the major *Arabidopsis* H3K27me3 demethylase *RELATIVE OF EARLY FLOWERING6* (*REF6*) (Lu et al., 2011) and the INO80 chromatin remodeling complex cooperatively regulate H3K27me3 and H2A.Z occupancy in the 5’UTR intron of *EIN2*. Importantly, we also propose that in addition to their prominent functions (H3K27me3 demethylation and H2A.Z eviction), EIN6 (REF6) and the INO80 complex also antagonize SWR1-mediated H2A.Z incorporation and PRC2-mediated tri-methylation of H3K27, respectively. Altogether, our results uncover an epigenetic control mechanism that establishes a permissive chromatin state at a critical plant stress regulator.

## Results

### Mutations in two different genes are responsible for the ET-insensitivity of the *ein6-1* mutant

The vast majority of key ET signaling components have been discovered through genetic screens exploiting the triple response phenotype of ET-treated dark-grown seedlings (Guzmán and Ecker, 1990). The *ein6-1* mutant originates from a genetic screen of fast neutron-mutagenized *A. thaliana* Landsberg *erecta* (L*er*) seeds (Roman et al., 1995). However, the causal mutation in the original, ET-insensitive, *ein6-1* mutant has remained elusive for more than two decades. Surprisingly, SHOREmap (Schneeberger et al., 2009) and segregation analyses identified mutations in two different genes in the *ein6-1* mutant (Figure 1A; Figure 1—figure supplement 1A). Interestingly, only one of the two single mutants displays an ET-hyposensitive root phenotype which we refer to as the *ein6-1* single mutant (Figure 1A). The second gene mutation was named *EIN6 ENHANCER* (*EEN*) because while *een-1* plants show no phenotype, *ein6-1 een-1* double mutants show an ET-insensitive root phenotype (Figure 1A).

**Figure 1.**
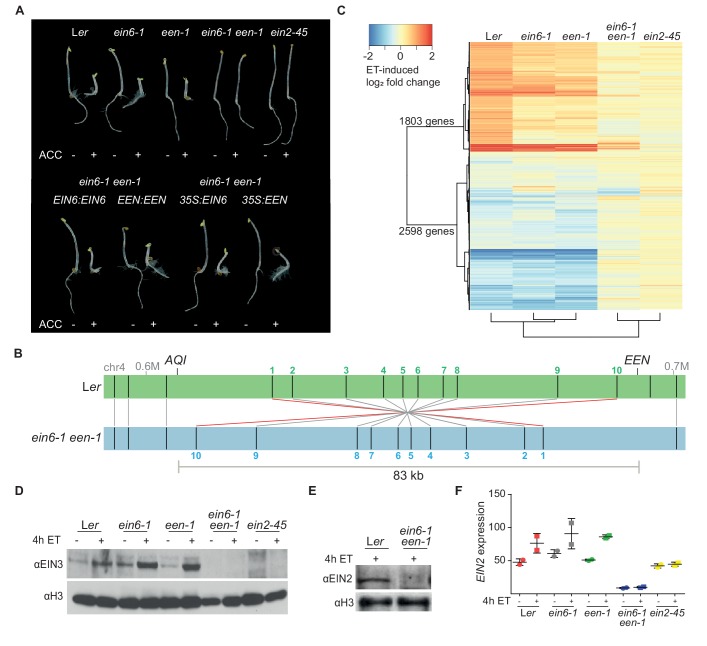
Mutations in two different genes are responsible for the ET-insensitivity in *ein6-1* plants. (**A**) Triple response phenotype of 3-day-old etiolated seedlings of L*er*, *ein6-1*, *een-1*, *ein6-1 een-1, ein2-45* (upper row) and of the indicated complementation lines, either driven by the respective native promoter or by the Cauliflower mosaic virus *35S* promoter (*35S*) (lower row). Seedlings were grown on control LS media or LS media supplemented with 10 µM ACC. (**B**) Schematic illustration of a Bionano Genomics Irys optical map of the *een-1* inversion region at the end of the fourth chromosome in *ein6-1 een-1* (blue) aligned to an optical map of L*er* (green). Original output is shown in Figure 1—figure supplement 1D. Nick sites are indicated as black lines within the respective optical map. Matching nick sites between the maps are indicated as gray lines. Numbered nick sites are used to better visualize the inversion event. The approximate position of *EEN* and *AQI* is indicated as well. (**C**) Heatmap visualizes the log_2_ fold change of expression in L*er*, *ein6-1*, *een-1*, *ein6-1 een-1* and *ein2-45* seedlings in response to 4 hr of ethylene (ET) treatment detected by RNA-seq. Differentially expressed genes (DE genes) that are significantly induced (1803 genes) or repressed (2598 genes) after 4 hr of ET treatment in L*er* seedlings are shown. Cluster dendogram below the heatmap indicate similarities between the tested genotypes. (**D**), (**E**), Western blot analysis of nuclear extracts of 3-day-old etiolated L*er*, *ein6-1*, *een-1*, *ein6-1 een-1* and *ein2-45* seedlings that were either treated for 4 hr with hydrocarbon-free air (control) or ET gas. Antibodies against EIN3 and EIN2 were used to detect nuclear-localized EIN3 (**D**) and EIN2C (**E**), respectively. Amounts of histone H3 were detected with an anti-H3 antibody and served as a loading control. (**F**) *EIN2* expression in response to 4 hr of ET treatment in the indicated genotypes using RNA-seq is shown. *EIN2* transcripts can still be detected in *ein2-45* mutants because they only harbor a point mutation in the C-terminus of EIN2 (Beaudoin et al., 2000). Expression is measured in TPM (Transcripts Per Kilobase Million) and results from two biological replicates are shown.

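In 3-day-old etiolated L*er* (Landsberg *erecta*) seedlings, 4 hr of ET gas moved many of the genes that make and sense the hormone. *ACO4* (At1g05010), which encodes an ACC oxidase of ET synthesis and lies on chromosome 1 of TAIR10.1 from 1431177 to 1433010, had 104 ± 10.5 TPM in air and 816 ± 119 TPM after ET (mean ± SD, n = 2 biological replicates). Its log2 fold change was 2.96 (standard error 0.24, adjusted p = 1e-07 from limma, a test that shares variance between genes). *ACS8* (At4g37770, chromosome 4 from 17752079 to 17754157), which encodes an ACC synthase, fell from 4.51 ± 1.39 to 0.885 ± 0.0919 TPM (log2 fold change -1.53, adjusted p = 8.7e-05). Of 12 measured genes on a fixed list of ET synthesis, the 4 that rose all encode ACC oxidases, the 5 that fell all encode ACC synthases, and 3 did not pass (4 rose and 8 fell when adjusted over the list alone, and also after rescaling of the libraries). Among 21 measured genes of ET perception and signaling, 9 rose and the others did not pass (9 adjusted over the list alone). *RTE1* (At2g26070, chromosome 2 from 11105605 to 11107188), a regulator of the receptor ETR1, rose from 10.3 ± 0.163 to 76.5 ± 6.36 TPM (log2 fold change 2.78, adjusted p = 5.8e-08), and the receptor genes *ERS2*, *ETR2* and *ERS1* rose by 1.81, 1.73 and 1.18 on the log2 scale. *EIN3* and *EIL1*, the transcription factors at the end of the pathway, had log2 fold changes of 0.16 and 0.14 (adjusted p = 0.62 and 0.70). On the list of 19 ET-related transcription factor genes, 10 rose, *ERF11* with a log2 fold change of 2.48 and *TEM1* with 1.76 among them (10 adjusted over the list alone, 8 after rescaling).
*HLS1* (At4g37580, chromosome 4 from 17658594 to 17660878), which is needed for the apical hook, rose from 6.67 ± 0.099 to 20.1 ± 0.177 TPM (log2 fold change 1.46, adjusted p = 0.00023), and *TAR2* of auxin synthesis rose by 1.72. With these, 4 of 19 auxin genes rose and *IAA19* alone fell, by 1.10 on the log2 scale (4 rose and 4 fell adjusted over the list alone, 3 and 5 after rescaling). The expansin gene *EXPA5* (At3g29030, chromosome 3 from 11011262 to 11013451) fell from 40.4 ± 1.53 to 7.72 ± 2.28 TPM (log2 fold change -2.27, adjusted p = 5.5e-07). It is one of 3 of 13 cell wall genes that fell, while *XTH15* and *XTH18* rose (4 rose and 5 fell adjusted over the list alone, 2 and 5 after rescaling). In the glucosinolate list, 6 of 13 genes fell, *CYP79B3* by 1.89 and *MYB34* by 1.24, and 1 rose (3 rose and 6 fell adjusted over the list alone, 0 and 7 after rescaling). The 12 of 20 genes of photosynthesis and light harvesting that rose depend on how the libraries are scaled (14 adjusted over the list alone, 4 after rescaling), and reads of *LHCB* and *RBCS* genes are hard to assign among near-identical copies. The largest increase among genes of at least 5 TPM was that of *ORS1*, from 1.75 to 88.9 TPM (log2 fold change 5.04).
Across the 20592 genes tested, 3054 were higher and 961 lower after ET at an adjusted p below 0.05. The median gene moved by 0.25 on the log2 scale, and rRNA took 16.1% and 11.6% of TPM in the L*er* air libraries against 9.03% and 4.51% after ET. With every library rescaled by median-of-ratios factors the median was 0.02, and 1812 genes were higher and 2652 lower, of which 1748 and 959 were called in the same direction on both scales. The total of 4015 fell when any L*er* library was left out, and rose when either *ein6-1* ET library was. A group left with 1 library adds nothing to the spread that all comparisons of the model share. The rise came with either *ein6-1* ET library left out, so it need not come from the high rRNA share of replicate 2.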

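Seedlings of *ein2-45* kept *EIN2* (At5g03280, chromosome 5 of TAIR10.1 from 787428 to 793404) at 42 ± 3.12 TPM in air and 44.7 ± 3.08 TPM after 4 hr of ET (mean ± SD, n = 2). L*er* seedlings had 47.7 ± 5.03 and 76.3 ± 14.9 TPM. The log2 fold change of *ein2-45* against L*er* was -0.17 in air (standard error 0.31, adjusted p = 0.75 from limma). After ET *EIN2* had a log2 fold change of -0.75 in the mutant (adjusted p = 0.098), and this difference passes once the libraries are rescaled (-0.74, adjusted p = 0.011). ET itself left *EIN2* in *ein2-45* at a log2 fold change of 0.09 (adjusted p = 1.0). The files hold one value per gene, so which bases of the transcript were read is not known from them.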

**Figure 1—figure supplement 1.**
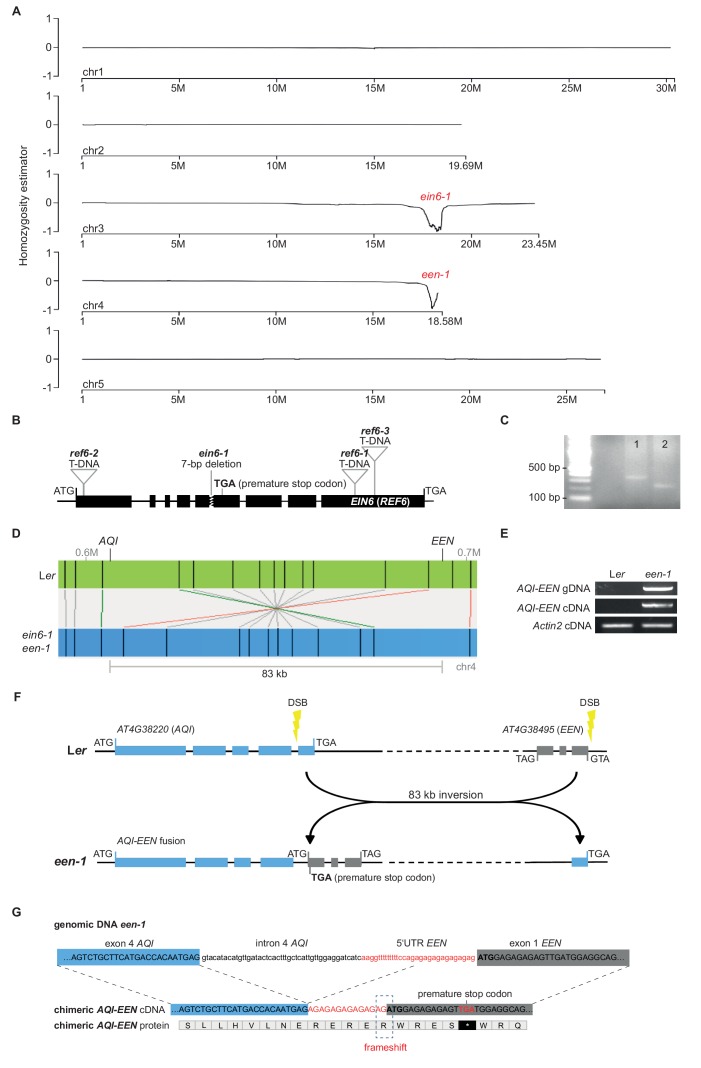
Characterization of the two causal mutations in *ein6-1 een-1* double mutants. (**A**) SHOREmap analysis of the ET-insensitivity quantitative trait locus (QTL) revealed the genomic location of the *ein6-1* and *een-1* mutation. At even allele frequency of both parents (Col-0, L*er*) the homozygosity estimator is 0. At +1 it’s homozygous for Col-0; at −1 is homozygous for L*er*. The five chromosomes of the *Arabidopsis* genome are shown in 5 Mb increments. (**B**) Graphic illustration shows the known T-DNA insertions (*ref6-1*, *ref6-2*, *ref6-3*) and the 7bp-deletion (*ein6-1*) in the *EIN6* (*REF6*) gene. The premature stop codon in the fifth exon of *EIN6* (*REF6*) that results from the 7bp-deletion is indicated. (**C**) Agarose gel image shows the TAIL-PCR amplicons of the secondary PCR (1) and tertiary PCR (2) amplified with the AD2 primer. 2 kb DNA ladder indicates the approximate size of the amplicons. (**D**) Optical map of *ein6-1 een-1* aligned to L*er* indicates the 83 kb inversion event on the fourth chromosome. (**E**) Agarose gel image shows the chimeric *AQI-EEN* fusion that is only present in *een-1* mutants, on the gene (upper row) and cDNA (middle row) level detected by PCR and RT-PCR, respectively. Level of *Actin2* cDNA (lower row) indicates equal loading of L*er* and *een-1* cDNA. (**F**) Scheme of the inversion event that led to the *AQI-EEN* fusion is illustrated. The fast neutron mutagenesis induced a double strand break (DSB) in the start of fourth intron of *AQI* and another DSB in the 5’UTR of *EEN*. Consequently, incorrect repair of the DSBs resulted in a 83 kb inversion event leading to the fusion of *AQI* with *EEN*. (**G**) Detailed illustration of the *AQI-EEN* fusion at the gene, cDNA and protein level in nucleotide and amino acid resolution, respectively. Sequence comparison between the *AQI-EEN* fusion at gene and cDNA level revealed that the 5’UTR of *EEN* was incompletely spliced after the fusion with the residual fourth intron of *AQI*. The remaining 14 bp of the 5’UTR became part of the coding sequence causing an open reading frame shift in the first exon of *EEN*.

DNA sequencing revealed that the causal mutation at the *ein6-1* allele is a seven base pair (bp) deletion in the fifth exon of the *RELATIVE OF EARLY FLOWERING6* (*REF6, At3g48430*) gene, leading to a premature stop codon (Figure 1—figure supplement 1B). *REF6* encodes the major H3K27me3 demethylase in *Arabidopsis* (Lu et al., 2011). The *een-1* mutation was discovered by Thermal Asymmetric Interlaced (TAIL)-PCR and also directly visualized using optical mapping of ultra-long L*er* and *ein6-1 een-1* DNA molecules (Figure 1B; Figure 1—figure supplement 1C and D). *een-1* arose from a genomic inversion event of a 83 kilobase pair (kb) region on chromosome four. As a result of two fast neutron bombardment-induced double-strand breaks, one in the 5’UTR of *EEN* (*At4g38495*) and the other in the fourth intron of the *AQUAPORIN INTERACTOR* (*AQI*, *At4g38220*) gene, the entire *EEN* gene was fused with four exons of the *AQI* gene (Figure 1—figure supplement 1C–G). Sequencing of the chimeric *AQI-EEN* genomic DNA and cDNA revealed that 14 bp of the *EEN* 5’UTR are now part of the *AQI-EEN* cDNA causing an open reading frame shift that results in a premature stop codon within the first exon of *EEN* (Figure 1—figure supplement 1E–G). Interestingly, *EEN* shares homology to yeast *IES6*, a crucial component of the yeast INO80 chromatin remodeling complex whose function is linked to eviction of the histone variant H2A.Z (Papamichos-Chronakis et al., 2011; Chen et al., 2013) (Figure 2—figure supplement 1A).

To explore the interplay between EIN6 (REF6) and EEN in regulating the ET pathway, we examined the transcriptional response to ET using RNA-seq (Supplementary file 1). 

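Libraries of L*er*, *ein6-1*, *een-1*, *ein6-1 een-1* and *ein2-45* seedlings, kept in air or given ET for 4 hr, make 10 groups of 2 biological replicates. The authors mapped single reads to the TAIR10 genome and gave TPM for 33602 genes in each of the 20 libraries. TPM sums to the same total in every library, and the number of reads behind it is not known, so how precisely a gene of few reads was measured cannot be stated. For the results given here, log2 of TPM plus a pseudocount of 1 was compared with limma moderated t statistics in 1 model of all 10 groups. Genes with at least 1 TPM in at least 2 libraries were tested, and p was adjusted by the Benjamini-Hochberg method over all of them. ET responses were taken within each genotype, and differences in ET response between genotypes were tested in the same model.
The correlation of log2 values between replicates ran from 0.974 in *ein6-1* after ET to 0.990. With AT2G01021, a gene beside an rRNA gene, counted among them, rRNA genes hold 30.3% of TPM in the second *ein6-1* ET library. They hold 8.98% in the first, and the other 18 libraries range from 2.80% to 16.1%. The second library thus has the highest rRNA share. Every TPM of a messenger RNA in that library is lowered by this, and *EIN2*, at 34.1 TPM against 106.8, lies further apart between these replicates than in any other group of the 10.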

While both single mutants show nearly wild-type transcriptional responses to ET, *ein6-1 een-1* double mutants are similar to *ein2-45* mutants, being largely deficient in activating ET-dependent transcription (Figure 1C). 

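*ACO4* and *RTE1*, which ET raised in L*er*, rose in both single mutants. *ACO4* had a log2 fold change of 2.92 in *ein6-1* (adjusted p = 1.2e-07) and 3.21 in *een-1* (6.5e-08), but 0.80 in *ein6-1 een-1* (0.29) and -0.17 in *ein2-45* (1.0), by limma with n = 2 and a standard error of 0.24. For *RTE1* the values were 2.52, 2.48, 0.92 (adjusted p = 0.07 in the double mutant) and -0.08. Rescaling the libraries brings both genes past the threshold in the double mutant (*ACO4* 0.87, adjusted p = 0.036; *RTE1* 0.98, adjusted p = 0.032) and leaves them short of it in *ein2-45*. *RTE1* also passes in the double mutant without either *ein6-1* ET library (adjusted p = 0.026). The ACC synthase gene *ACS8* fell by 1.77 in *ein6-1* and by 1.92 in *een-1*, and had 0.09 in the double mutant.
Of the 21 ET perception and signaling genes, 5 rose in *ein6-1*, 8 in *een-1* and 0 in the double mutant and in *ein2-45* (6, 9, 2 and 0 adjusted over the list alone; 8, 10, 2 and 0 after rescaling). ET-related transcription factor genes rose in 7, 7, 1 and 0 cases of 19 (9, 7, 4 and 0 adjusted over the list alone; 7 to 10 in the single mutants and 2 in the double mutant after rescaling). The 1 gene is *ERF2*, with a log2 fold change of 1.16 in *ein6-1 een-1* (adjusted p = 0.023), and it no longer passes when any of the 4 libraries of that genotype is left out (adjusted p from 0.056 to 0.4). In the glucosinolate list 9 of 13 genes fell in *ein6-1* and 5 in *een-1*, and none passed in the double mutant or *ein2-45* (10 and 6 in the single mutants adjusted over the list alone). The double mutant kept some ET responses: *ORS1* rose from 2.83 to 27.1 TPM (log2 fold change 2.87, adjusted p = 6.5e-06), a response larger than in *ein2-45* by 2.84 (adjusted p = 0.0016). Among its called genes are also 5 of 20 genes of photosynthesis and light harvesting, which share sequence with other family members (9 adjusted over the list alone, 3 after rescaling). *LHCB6*, with a log2 fold change of 1.2, does not pass when any of the 4 double mutant libraries is left out (adjusted p from 0.084 to 0.44).
After ET, 400 genes were higher and 1957 lower in *ein6-1*, 477 and 1037 in *een-1*, and 57 and 21 in the double mutant. In *ein2-45* limma called 0 genes, with 514 at an unadjusted p below 0.05. The split in *ein6-1* follows the scale of its second ET library: the median gene moved by -0.20, and after rescaling the counts were 1393 and 1850 in *ein6-1*, 1012 and 1981 in *een-1*, and 92 and 35 in the double mutant. Without the second *ein6-1* ET library *ein6-1* has 675 higher and 800 lower genes, and the total is 9708 without its first, 1086 without *ein6-1* air replicate 1 and 328 with the compared groups alone. The total in *een-1* lies between 643 and 914 without any of its own libraries and is 3058 or 3055 without *ein6-1* ET replicate 1 or 2. For the double mutant the total of 78 lies between 11 and 43 without any of its own libraries, and is 50 without either *ein2-45* ET library and 140 or 141 without *ein6-1* ET replicate 1 or 2. Pseudocounts of 0.1 and 5 make it 44 and 146. In *ein2-45* the 0 becomes 2 without its air replicate 1 and 3 without its ET replicate 2. Over the 4015 genes called in L*er*, the median gene kept 27% (*ein6-1*; 49.2% and 11.0% in its ET replicates, SD 26.9), 58.9% (*een-1*; SD 6.97), 2.3% (double; SD 7.97) and 4.45% (*ein2-45*; SD 1.81) of its L*er* response. With rescaled libraries these shares were 64.4%, 73.2%, 5.67% and 0.888%. With 1 library left out they ranged from -18.3% (*ein6-1* ET replicate 1) to 70.3% (L*er* air replicate 1) in *ein6-1*, from 49.2% to 75% in *een-1*, from -2.86% to 8.68% in the double mutant and from -1.98% (L*er* ET replicate 2) to 7.47% (L*er* ET replicate 1) in *ein2-45*. Genes chosen by their response in L*er* tend to show a share below 100% in a mutant even where responses are equal. Starting instead from the 1514 genes called in *een-1*, *ein6-1* kept 101% of the L*er* response, the double mutant 8.84% and *ein2-45* -0.385% (73.7%, 5.17% and 3.97% rescaled). Over the genes called in *ein6-1*, *een-1* kept 99.5% of the L*er* response (80.6% rescaled).
Tested directly, the ET response differed from that of L*er* in 761 genes in *ein6-1 een-1* (281 higher, 480 lower) and in 763 in *ein2-45* (380 and 383). Rescaled, these became 1380 higher and 498 lower, and 1331 and 596. With only the compared groups in the model the totals were 2709 and 1654. Leaving out any 1 library of L*er* or of the double mutant brings the count for the double mutant to between 305 and 438, and leaving out an *ein6-1* ET library to 4019 (replicate 1) or 4026 (replicate 2). For *ein2-45* it lies between 368 and 501 without any of its own libraries, a L*er* air library or L*er* ET replicate 1, and at 2297 without either *ein6-1* ET library. *ACO4* (-2.17, adjusted p = 0.00092) and *RTE1* (-1.86, 0.0011) responded less in the double mutant, and likewise in *ein2-45* (-3.13 and -2.86). For *een-1* 0 genes differed (limma; 1285 at an unadjusted p below 0.05). In *ein6-1* only 3 did (4918 unadjusted): the genes AT2G01021 (14.97) and AT3G24615 (8.68), and *MIR159a* (-1.67; adjusted p = 0.18 without either L*er* air library, 0.073 without *ein6-1* air replicate 1 and 0.10 without *ein6-1* ET replicate 2), named after the values were seen. AT2G01021 lies beside an rRNA gene on chromosome 2 (from 6571 to 6672) and had 15220 and 67340 TPM in the *ein6-1* ET libraries and 19500 and 16290 in those of the double mutant, and AT3G24615, a snoRNA gene, had 208.5 and 797.3, and 322.8 and 230.5. Both have 0 TPM in every other library of the 20, and AT2G01021 is counted in the rRNA shares given here. Without rRNA and organelle genes 1 higher and 1 lower gene remain. The count of 3 is 22 without *ein6-1* air replicate 2, 5 without either *ein2-45* air library and 11289 without the first *ein6-1* ET library. The double mutant and *ein2-45* differed from each other in 13 genes (26 rescaled; 4 without the first double mutant ET library and 28 without either *ein6-1* ET library). From the heatmap and cluster dendrogram of the L*er* DE genes, the paper states that the double mutant resembles *ein2-45*.

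**Figure D1:**
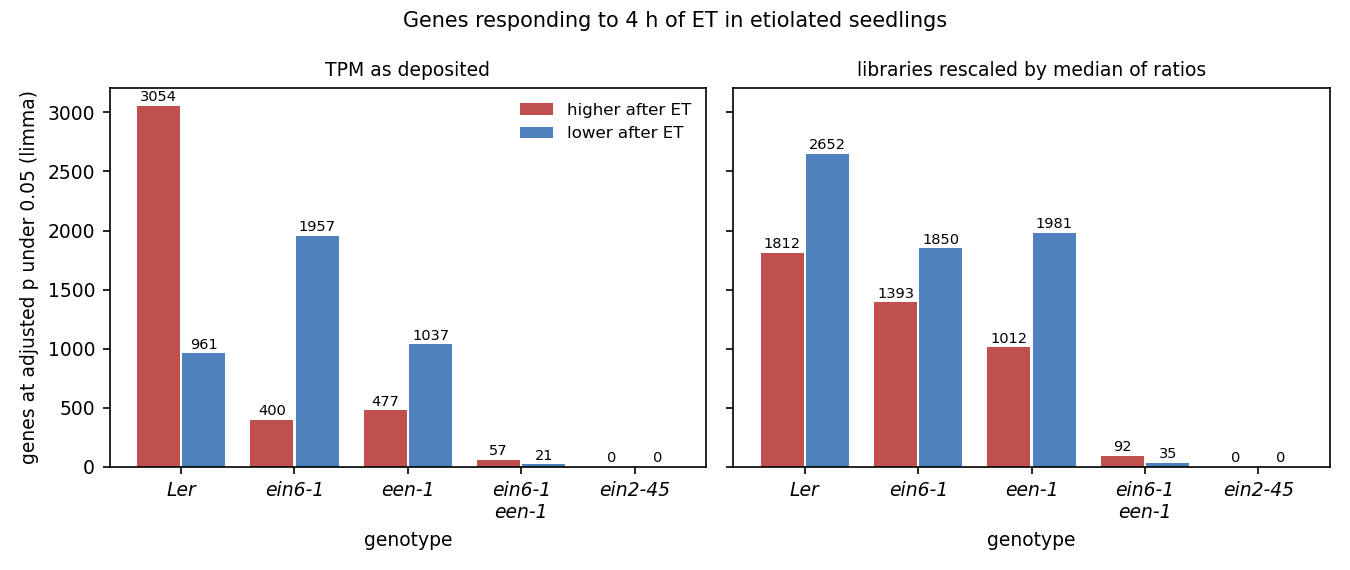
Number of genes higher (red bars) and lower (blue bars) after 4 hr of ET in each genotype, from TPM (left) and from rescaled libraries (right). In *ein6-1 een-1* the bars stand for 57 and 21 genes from TPM and 92 and 35 rescaled, and *ein2-45* has 0 on both scales.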

A hallmark of an activated ET signaling pathway is EIN2C-mediated stabilization of the transcription factors EIN3 and EIL1 (Guo and Ecker, 2003; Potuschak et al., 2003; Qiao et al., 2012; Wen et al., 2012; Ju et al., 2012). To confirm a previous report showing that the levels of stabilized EIN3 are drastically reduced in *ein6-1 een-1* mutants (Guo and Ecker, 2003), immunoblots using an anti-EIN3 antibody were conducted. While wild-type and single mutants accumulate similar levels of EIN3, *ein6-1 een-1* mutants accumulate no EIN3 protein in response to ET treatment (Figure 1D). Another prerequisite of the ET response is nuclear localization of the EIN2C domain (Qiao et al., 2012; Wen et al., 2012; Ju et al., 2012). However, nuclear-localized EIN2C protein is absent in *ein6-1 een-1* mutants suggesting that the failure to accumulate EIN3 is due to the absence of EIN2C (Figure 1E). 

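*EIN2* transcripts stood at 8.81 ± 0.806 TPM in air and 9.91 ± 1.03 TPM after ET in *ein6-1 een-1* (mean ± SD, n = 2), the lowest of the 5 genotypes. Against L*er* the log2 fold change in the double mutant was -2.31 in air (standard error 0.31, adjusted p = 2.2e-05 by limma) and -2.82 after ET (adjusted p = 1.2e-06). The single mutants had 60.7 ± 5.89 (*ein6-1*) and 50.9 ± 1.45 TPM (*een-1*) in air, with log2 fold changes of *EIN2* of 0.34 (adjusted p = 0.60) and 0.10 (0.84). ET brought *EIN2* to 86 ± 2.88 TPM in *een-1* (log2 fold change 0.75, adjusted p = 0.17) and left it at 0.15 on the log2 scale in the double mutant. In L*er* the response of *EIN2* was 0.66 (adjusted p = 0.14) and 0.39 on the rescaled values (adjusted p = 0.18), and the first passes without *ein6-1* ET replicate 1 (adjusted p = 0.0022) or replicate 2 (0.0021). In *een-1* it passes on the rescaled values (0.71, adjusted p = 0.025) and without either of these libraries (adjusted p = 0.0014). The ET replicates of *ein6-1* had 106.8 and 34.1 TPM of *EIN2*, or 103 and 53.3 on the rescaled values, so the ET response of *EIN2* in *ein6-1*, 0.00 from both replicates, is not settled by these libraries. In the Col-0 background the single mutant *een-2* had 59.4 ± 1.14 TPM of *EIN2*, Col-0 65.9 ± 4.86 TPM (log2 fold change -0.15, adjusted p = 0.53).

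**Figure D2:**
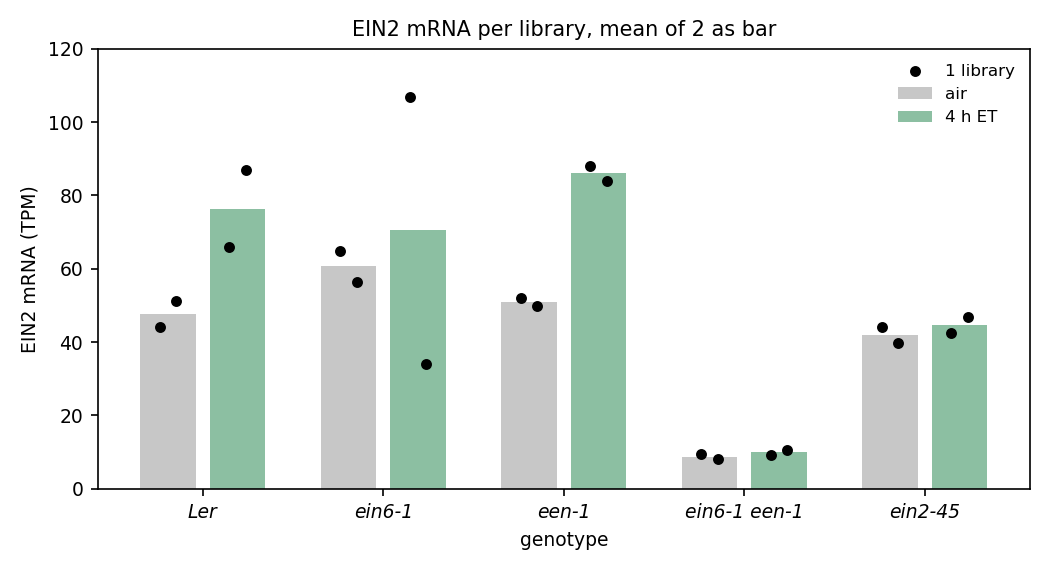
*EIN2* TPM in each library (points) and group mean (bars) of 5 genotypes in air and after 4 hr of ET. The 4 libraries of *ein6-1 een-1* lie between 8.24 and 10.6 TPM, and the *ein6-1* ET replicates lie furthest apart, at 34.1 and 106.8.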

Results from RNA-seq indicate that this absence can be explained by the reduction of *EIN2* mRNA expression in *ein6-1 een-1* double mutants (Figure 1F).

### A repressive chromatin environment at *EIN2* down-regulates its expression

Based on the known H3K27me3 demethylase function of EIN6 (REF6) (Lu et al., 2011) and the potential role of EEN in chromatin remodeling, we hypothesized that the observed impaired *EIN2* expression in *ein6-1 een-1* mutants is manifested through a specific chromatin-related process. This hypothesis was tested by employing chromatin immunoprecipitation sequencing (ChIP-seq) and MethylC-seq to characterize histone modifications and cytosine DNA methylation, respectively (Supplementary file 2). We first analyzed the genome-wide occupancy of H3K27me3 and discovered a genome-wide ectopic gain of H3K27me3 in the *ein6-1* mutant which was previously reported for *ref6-3* mutants (Lu et al., 2011). There were 2369 genes (Group I) that gain H3K27me3 in *ein6-1* single mutants (2-fold enrichment over L*er*) as well as in *ein6-1 een-1* double mutants (Figure 2—figure supplement 1B and C; Supplementary file 3). We also found 54 additional genes (Group II) with significantly higher H3K27me3 levels (2-fold enrichment over *ein6-1*) in the double mutant (Figure 2—figure supplement 1C and D; Supplementary file 3). Strikingly, *EIN2* is in Group II and displays one of the strongest increases of H3K27me3 in *ein6-1 een-1* mutants, with the mark spreading throughout the gene body (Figure 2A; Figure 2—figure supplement 1E; Supplementary file 3).

**Figure 2.**
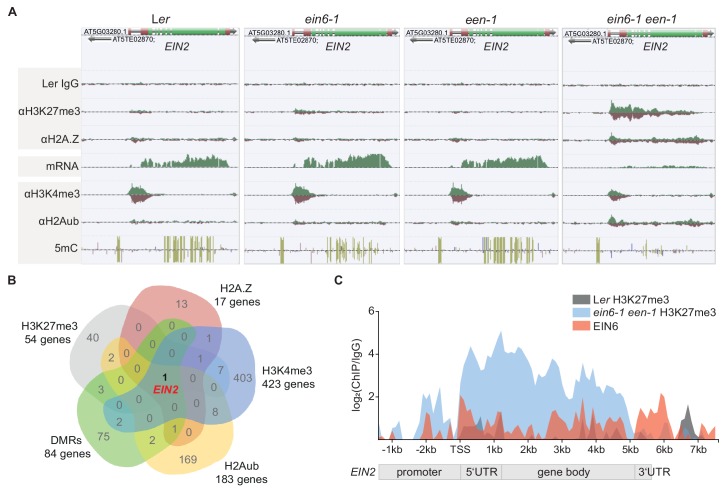
A repressive chromatin environment at *EIN2* down-regulates its expression. (**A**) Genome browser screenshot visualizes the levels of the depicted chromatin features at the *EIN2* gene in untreated 3-day-old etiolated L*er*, *ein6-1*, *een-1* and *ein6-1 een-1* seedlings. Occupancy of H3K27me3, H2A.Z, H3K4me3 and H2Aub was determined with ChIP-seq, mRNA expression was measured with RNA-seq and levels of methylated cytosines (CG in yellow, CHG in blue, CGG in pink) were determined with MethylC-seq. To ensure an accurate comparison of individual chromatin features between genotypes, the tracks were normalized to the respective sequencing depth. Normalization was separately done for each chromatin feature. Biological replicate 1 of the H3K27me3 and H2A.Z ChIP-seq datasets is shown. (**B**) Venn diagram illustrates the overlap between genes that show a significant increase of H3K27me3 (2-fold enrichment over *ein6-1*), H2AZ (2-fold enrichment over *een-1*) and H2Aub (2-fold enrichment over L*er*) in *ein6-1 een-1* mutants and also a significant decrease of H3K4me3 (1.5-fold enrichment in L*er* over *ein6-1 een-1*). In addition, genes that contain differentially methylated regions (DMRs) with ten or more methylated cytosines in at least one genotype were included as well. (**C**) Graphical illustration of H3K27me3 and EIN6 occupancy at the *EIN2* gene determined with ChIP-seq. Sequencing reads were merged between biological replicates for the H3K27me3 ChIP-seq using untreated 3-day-old etiolated L*er* (gray) and *ein6-1 een-1* (blue) seedlings (two replicates each) and the EIN6 ChIP-seq (red) using L*er 35S:EIN6-FLAG* seedlings (three replicates). The occupancy was calculated as the ratio between the respective merged ChIP and the merged L*er* IgG control in 100 bp bins from 2.4 kb upstream to 7.7 kb downstream of the transcriptional start site (TSS) of *EIN2* and is shown as log_2_ fold change. Negative values which reflect lower occupancy in the ChIP sample compared to the IgG control sample were set to zero.

**Figure 2—figure supplement 1.**
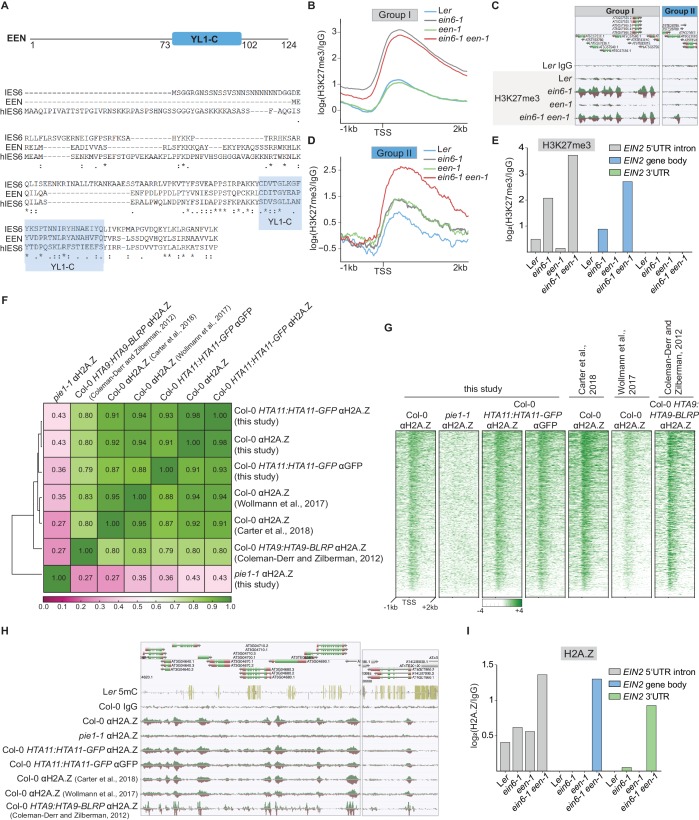
Quantitative description of the chromatin environment at *EIN2* in *ein6-1 een-1* mutants. (**A**) Protein domain structure of EEN as well as a multiple amino acid sequence alignment of EEN, IES6 and human IES6 (hIES6). The YL1-C domain is indicated in blue. (**B**) Aggregated H3K27me3 profile of 2369 Group I genes shows H3K27me3 occupancy from 1 kb upstream to 2 kb downstream of the TSS in L*er*, *ein6-1*, *een-1* and *ein6-1 een-1* seedlings. (**C**) Genome browser screenshot shows differential enrichment of H3K27me3 at an example Group I gene and Group II gene. To ensure an accurate comparison of individual chromatin features between genotypes, the tracks were normalized to the respective sequencing depth. (**D**) H3K27me3 occupancy of 54 Group II genes in L*er*, *ein6-1*, *een-1* and *ein6-1 een-1* seedlings is shown as an aggregated H3K27me3 profile from 1 kb upstream to 2 kb downstream of the TSS. The H3K27me3 occupancy was calculated as the ratio between the two respective merged ChIP replicates and the two merged L*er* IgG control replicates. (**E**) Quantification of H3K27me3 levels in the 5’UTR intron, gene body and 3’UTR of the *EIN2* gene are shown. The H3K27me3 occupancy in these regions was calculated as the ratio between the respective merged ChIP-seq samples and merged L*er* IgG control samples. (**F**) Spearman’s correlation plot shows correlation of read coverages between the antibody validation H2A.Z datasets from this study (Col-0, *pie1-1*, Col-0 *HTA11:HTA11-GFP* (αH2A.Z) and Col-0 *HTA11:HTA11-GFP* (αGFP)) and three publicly available H2A.Z ChIP-seq datasets (Carter et al., 2018; Wollmann et al., 2017; Coleman-Derr and Zilberman, 2012). Clustering is determined by the degree of correlation. (**G**) Heatmap shows the H2A.Z occupancy at all *Arabidopsis* genes in the indicated genotypes. Levels of H2A.Z from 1 kb upstream to 2 kb downstream of the TSS are shown. (**H**) Genome browser screenshot shows differential enrichment of H2A.Z in Col-0, *pie1-1* and Col-0 *HTA11:HTA11-GFP* seedlings. Moreover, H2A.Z enrichment is also shown for three publicly available H2A.Z ChIP-seq datasets (Carter et al., 2018; Wollmann et al., 2017; Coleman-Derr and Zilberman, 2012). Genetic background and used antibodies are indicated. The Col-0 IgG track serves as a control and the L*er* 5mC track indicates methylated cytosines (CG in yellow, CHG in blue, CGG in pink). The shape difference of H2A.Z domains in the Coleman-Derr and Zilberman, 2012 dataset can be explained by the MNase treatment of the chromatin. (**I**) Levels of H2A.Z in the 5’UTR intron, gene body and 3’UTR of *EIN2* in L*er*, *ein6-1*, *een-1* and *ein6-1 een-1* seedlings are shown. The H2A.Z occupancy in these regions was calculated as the ratio between the respective merged ChIP-seq samples and merged L*er* IgG control samples.

**Figure 2—figure supplement 2.**
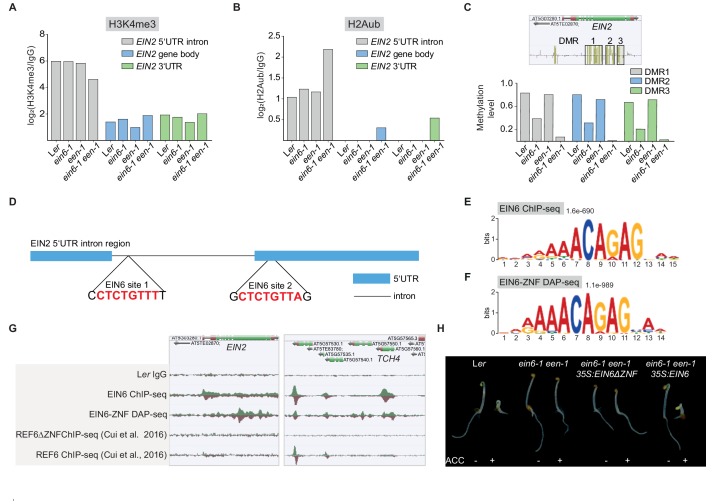
*EIN2* displays an aberrant chromatin signature *ein6-1 een-1* mutants and is a direct target of EIN6. (**A**), (**B**) Quantification of H3K4me3 (**A**) and H2Aub (**B**) levels in the 5’UTR intron, gene body and 3’UTR of *EIN2* are shown. The occupancy in these regions was calculated as the ratio between the respective ChIP-seq samples and the L*er* IgG control sample. (**C**) Levels of DNA methylation were detected with MethylC-seq and the three DMRs within the gene body of *EIN2* are shown. Exact localization of this three DMR’s (DMR1: chr5, 799482–790672; DMR2: chr5, 791018–791663; DMR3; chr5, 791980–792344) is indicated in a genome browser screenshot showing levels of CG, CHG and CHH at *EIN2* in L*er* seedlings. (**D**) Schematic representation indicates the localization of two CTCTGYTY-motifs in the 5’UTR region of *EIN2*. (**E**) (**F**) The CTCTGYTY-motif was discovered as the top-ranked motif in EIN6 ChIP-seq data (**E**) as well as in EIN6-ZNF DAP-seq data (**F**) determined by MEME analysis using the 1000 top-ranked peaks that were identified by GEM. (**G**) Genome browser screenshot visualizes the in vivo binding of full length EIN6 and the in vitro binding of its C-terminal zinc fingers (EIN6-ZNF) to *EIN2* and *TOUCH4* (*TCH4*). EIN6-FLAG ChIP-seq and EIN6-ZNF-HALO DAP-seq was employed to monitor in vivo and in vitro binding, respectively. ChIP-seq data from a previous study (Cui et al., 2016) showing, that REF6 but not a truncated REF6 version (REF6ΔZNF) can bind to *EIN2* and *TCH4*, is shown as well. (**H**) Triple response phenotype of 3-day-old etiolated seedlings of L*er*, *ein6-1 een-1* and *ein6-1 een-1* overexpressing either a wild-type *EIN6* version or a truncated version without the zinc fingers (*EIN6ΔZNF*). Seedlings were grown on control LS media or on LS media supplemented with 10 µM ACC.

Given the role of the INO80 complex in H2A.Z eviction (Alatwi and Downs, 2015; Papamichos-Chronakis et al., 2011), we employed ChIP-seq to survey the genome-wide distribution of H2A.Z using a commercial H2A.Z antibody (Jupe et al., 2019). The Swi2/Snf2-related 1 (SWR1) complex subunit PHOTOPERIOD-INDEPENDENT EARLY FLOWERING1 (PIE1) is required for H2A.Z deposition (Noh and Amasino, 2003) and ChIP-seq of H2A.Z in *pie1-1* mutants confirmed a lack of H2A.Z genome-wide (Figure 2—figure supplement 1G and H). To further validate our H2A.Z antibody, we performed ChIP-seq analyses with equal amounts of the same Col-0 *HTA11:HTA11-GFP* chromatin using either a commercial GFP or our commercial H2A.Z antibody. Both antibodies gave similar H2A.Z occupancy results (Figure 2—figure supplement 1F–H). In addition, a direct comparison of our antibody validation H2A.Z profiles (Col-0, *pie1-1*, Col-0 *HTA11:HTA11-GFP* (αH2A.Z) and Col-0 *HTA11:HTA11-GFP* (αGFP)) with three publicly available H2A.Z ChIP-seq datasets (Carter et al., 2018; Wollmann et al., 2017; Coleman-Derr and Zilberman, 2012) further confirmed the suitability of our H2A.Z antibody (Figure 2—figure supplement 1F–H). Only 17 genes showed an increase of H2A.Z in *ein6-1 een-1* mutants (1.5-fold enrichment over *een-1*), and again, *EIN2* was among genes having high levels of ectopically localized H2A.Z throughout its entire gene body (Figure 2A, Figure 2—figure supplement 1I; Supplementary file 4). H2A.Z and H3K27me3 are functionally linked and both repress transcription in *Arabidopsis* (Carter et al., 2018; Coleman-Derr and Zilberman, 2012). These findings imply that the strong accumulation of H3K27me3 and H2A.Z at *EIN2* creates a highly repressive chromatin environment leading to strongly reduced *EIN2* expression and ET-insensitivity in *ein6-1 een-1* mutants (Figures 1F and 2A).

Concordant with its compromised expression, levels of H3K4me3, a histone mark that is typically enriched at transcriptionally active genes in *Arabidopsis* (Fromm and Avramova, 2014), were reduced at *EIN2* in the double mutant (Figures 1F and 2A; Figure 2—figure supplement 2A; Supplementary file 4). In keeping with the accumulation of repressive marks, levels of mono-ubiquitinated H2A (H2Aub) are also clearly increased at *EIN2* in *ein6-1 een-1* mutants, demonstrating increased PRC1-mediated gene silencing (Figure 2A; Figure 2—figure supplement 2B; Supplementary file 4). Moreover, MethylC-seq analysis also discovered a complete loss of gene body cytosine DNA methylation at *EIN2* in the double mutant (Figure 2A; Figure 2—figure supplement 2C; Supplementary file 4); the accumulation of gene body H2A.Z is mutually exclusive with DNA methylation (Coleman-Derr and Zilberman, 2012). These results reveal the highly specific nature of EIN6 (REF6)/EEN-mediated regulation since *EIN2* is the only gene in the entire *Arabidopsis* genome displaying such a unique chromatin change in *ein6-1 een-1* mutants (Figure 2B).

EIN6 (REF6) binds to the CTCTGYTY DNA motif at target genes through its C-terminal zinc fingers (Cui et al., 2016; Li et al., 2016). The 5’UTR intron region of *EIN2* contains two of these DNA motifs (Figure 2—figure supplement 2D). Therefore, we tested for direct EIN6/EIN6-ZNF binding to *EIN2* by conducting EIN6 ChIP-seq and EIN6 zinc finger (EIN6-ZNF) DAP-seq (O’Malley et al., 2016) assays. Both assays successfully identified the CTCTGYTY motif as the preferred binding motif (Figure 2—figure supplement 2E and F; Supplementary file 5). We observed direct EIN6/EIN6-ZNF binding within the 5’UTR intron and the gene body of *EIN2* (Figure 2C; Figure 2—figure supplement 2G). The importance of the zinc fingers of EIN6 (REF6) for *EIN2* regulation was further confirmed by the failure of a truncated *EIN6* (*REF6*) construct without the zinc fingers (*EIN6ΔZNF*) to complement the *ein6-1 een-1* triple response phenotype (Figure 2—figure supplement 2H).

### EEN is a subunit of the *Arabidopsis* INO80 chromatin remodeling complex

Next, we focused on the molecular characterization of *EEN*, an uncharacterized *Arabidopsis* gene. EEN is a small YL1 nuclear protein C-terminal (YL1-C) domain-containing 14 kilodalton (kDa) protein that is cytoplasm- and nuclear-localized and expressed throughout the entire *Arabidopsis* seedling (Figure 2—figure supplement 1A; Figure 3—figure supplement 1A and B). EEN also binds to *EIN2*, especially in the 3’UTR region (Figure 3A; Figure 3—figure supplement 1C). Its yeast homolog IES6 forms the nucleosome recognition module of the INO80 chromatin remodeling complex with ACTIN-RELATED PROTEIN5 (ARP5) (Eustermann et al., 2018). This module is crucial for remodeling activity of the INO80 complex (Tosi et al., 2013; Eustermann et al., 2018; Watanabe et al., 2015). In vitro pulldowns demonstrated an interaction between EEN and *Arabidopsis* ARP5 (Figure 3B). To investigate whether this interaction also occurs in planta, mass spectrometry (MS) analysis was conducted which identified ARP5 as a strong EEN interactor (Figure 3—figure supplement 1D; Supplementary file 6). 

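RNA was sequenced from 3-day-old etiolated seedlings of Col-0, *een-2*, *ino80-8* and *arp5-1* grown in air, with 2 biological replicates each. The deposited table gives TPM per gene, from the same alignment and quantification tools as the ET libraries, and the read depth of each library is not known. Its 8 libraries were compared in a separate limma model of 4 groups, in which 20152 genes passed the same minimum, and each mutant was tested against Col-0. The table also carries 4 columns of L*er* and *een-1* in air, which repeat libraries of the ET experiment and were not used again. Ribosomal RNA takes from 0.921% to 3.54% of TPM here, a narrower range than among the ET libraries. Because the 3 mutants are compared with the same 2 Col-0 libraries, chance differences of those libraries enter all 3 comparisons.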

Next, we validated the INO80 complex subunit function of EEN by analyzing the transcriptomes of newly identified *ino80* and *een* T-DNA insertion mutants (*ino80-8*, *een-2*) (Figure 3—figure supplement 1E–H). 

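Seed storage genes were among the largest increases in *ino80-8* seedlings. The cruciferin gene *CRU1* (At5g44120, chromosome 5 of TAIR10.1 from 17756238 to 17758336) had 7.68 ± 2.36 TPM in Col-0 and 493 ± 64.5 TPM in *ino80-8* (mean ± SD, n = 2), a log2 fold change of 5.85 (standard error 0.19, adjusted p = 1.3e-06 by limma). The oleosin gene *OLEO4* (chromosome 3 from 10243244 to 10245023) rose by 4.11 and the late embryogenesis gene *EM6* by 2.56 on the log2 scale. Together 13 of 18 measured genes of seed storage and late embryogenesis rose (17 adjusted over the list alone), a list drawn up after values of some members in Supplementary file 7 had been seen, and cruciferin and seed albumin genes share long stretches of sequence. Heat-shock genes rose in 5 of 11 cases, *HSP17.6A* by 4.09 among them (9 adjusted over the list alone, 4 after rescaling; some values had been seen here as well). Decreases reached *LHCB2.1*, a light-harvesting gene with close copies, at 169 ± 53.6 TPM in Col-0 and 56.1 ± 18.6 TPM in the mutant (log2 fold change -1.58, adjusted p = 0.012; 0.064 without Col-0 replicate 2 and 0.075 without *ino80-8* replicate 1). It is 1 of 2 among 20 genes of photosynthesis and light harvesting that fell (15 adjusted over the list alone). The histone deacetylase gene *HDA2* (At5g26040, chromosome 5 from 9099152 to 9101682) fell from 8.07 ± 0.735 to 0.77 ± 0.156 TPM (log2 fold change -2.36, adjusted p = 0.0013), and *CHS* of flavonoid synthesis fell by 1.51 (adjusted p = 0.047; 2 of 7 genes, and 3 adjusted over the list alone). The call of *CHS* ends without any of the Col-0 or *ino80-8* libraries (adjusted p from 0.11 to 0.20). In the glucosinolate list 2 of 13 genes rose, *CYP79B2* by 0.89 (5 adjusted over the list alone, 1 after rescaling), and *CYP79B2* does not pass without Col-0 replicate 1 (adjusted p = 0.11), *ino80-8* replicate 1 (0.16) or *ino80-8* replicate 2 (0.061). None of 19 ET-related transcription factor genes passed, and in the ET perception list 1 of 21 fell, *RTE1*, which no longer passes without any 1 of the Col-0 and *ino80-8* libraries (adjusted p from 0.061 to 0.12). *EIN2* had 47.5 ± 2.93 TPM in *ino80-8* (log2 fold change -0.46, adjusted p = 0.11).
In all, 332 genes were higher and 268 lower in *ino80-8* (285 and 301 rescaled), and 3502 genes had an unadjusted p below 0.05. The total of 600 depends on the settings. It was 85 with the 2 compared groups alone, 294 with no minimum on TPM and 752 with a replicate block. Leaving out any of the Col-0 or *ino80-8* libraries also lowered it.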

Compared to wild-type plants, 1866 genes were differentially expressed in *ino80-8* mutants (Figure 3C). These same genes were also differentially expressed in a remarkably similar manner in *een-2* and *arp5-1* mutants (Figure 3C; Supplementary file 7). 

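*CRU1* rose in the other 2 mutants too, to 435 ± 77.8 TPM in *een-2* (log2 fold change 5.67, adjusted p = 1.8e-06) and 2110 ± 133 TPM in *arp5-1* (7.95, adjusted p = 3.4e-08; limma, n = 2). *HDA2* fell by 2.39 in *een-2* and by 2.54 in *arp5-1*, and *LHCB2.1* fell to 31.6 ± 0.453 TPM (log2 fold change -2.34) and 5.71 ± 0.297 TPM (-4.63). Seed storage and late embryogenesis genes rose in 13 and 18 of 18 cases (17 in *een-2* adjusted over the list alone), and photosynthesis and light-harvesting genes fell in 13 and 19 of 20 (15 in *een-2* adjusted over the list alone). In the glucosinolate list 6 genes rose in *een-2* and 8 in *arp5-1*, *CYP79B2* by 1.02 and 2.21. Of 13 cell division genes 9 rose in *arp5-1* (11 after rescaling), *PCNA1* by 1.55 and *KNOLLE* by 0.96, and 0 passed in *een-2*. ET perception and signaling genes fell in 15 of 21 cases in *arp5-1* (13 after rescaling), *ETR2* by 1.14, *EBF2* by 1.10 and *EIN2* by 0.86 (adjusted p = 0.00068), against 0 in *een-2* (1 after rescaling).
Of the 600 genes called in *ino80-8*, 566 had the same sign in *een-2* (94.3%) and 506 in *arp5-1* (84.3%). Calls in the same direction numbered 381 in *een-2* (63.5%) and 434 in *arp5-1* (72.3%), with 6 and 60 in the opposite direction. Without *een-2* replicate 2 the share called the same way in *een-2* is 33.7% (239 genes). With 1 library left out the counts ranged from 81 (*ino80-8* replicate 1) to 327 (*een-2* replicate 1) in *een-2* and from 82 (*ino80-8* replicate 1) to 509 (*een-2* replicate 2) in *arp5-1*. If calls were independent between mutants, the 200 shared increases and 181 shared decreases in *een-2* would number 17.2 and 12.1, and the 209 and 225 in *arp5-1* would number 74.7 and 74.6. Across all 20152 tested genes, which are not independent replicates, the correlation of the fold changes with those of *ino80-8* was 0.66 for *een-2* and 0.47 for *arp5-1*.
In 100 simulations of mutants that share only the Col-0 libraries, the correlation was 0.50 and the same-sign share 90.4% (*een-2*) and about 90% (*arp5-1*), so part of the excess may come from the shared controls. For *arp5-1* neither the correlation nor the same-sign share is above the simulated value. The simulated mutants had no changed genes, and their same-sign share was taken over the 600 genes of lowest p. Against Col-0, *arp5-1* itself had 10150 called genes. These 2 baselines therefore cannot tell how much of its similarity comes from the shared controls. The covariance of the fold changes over all tested genes, 0.129 for *een-2* and 0.186 for *arp5-1*, exceeded the simulated 0.0247 and 0.0246. Simulated mutants had 0.09 (*een-2*) and 0.08 (*arp5-1*) genes called in the same direction as *ino80-8* on average. These numbers are small by construction, since no gene was changed, and are no baseline for shared calls among mutants with real changes. Beyond the shared genes, *een-2* differed from *ino80-8* in 386 genes (59 and 103 without *ino80-8* replicate 2 and 1, 78 and 631 without *een-2* replicate 2 and 1) and *arp5-1* in 8901, 3604 higher and 5297 lower (4596 and 4445 rescaled). Against Col-0, 1041 genes were higher and 908 lower in *een-2* (787 and 1058 rescaled) and 4537 and 5613 in *arp5-1* (5230 and 5082). With the compared groups alone *een-2* had 80 genes, and without Col-0 replicate 1, Col-0 replicate 2 and *een-2* replicate 2 it had 743, 471 and 474. The paper takes the similar changes in these mutants as one line of evidence for the function of EEN as a subunit of the INO80 complex.

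**Figure D3:**
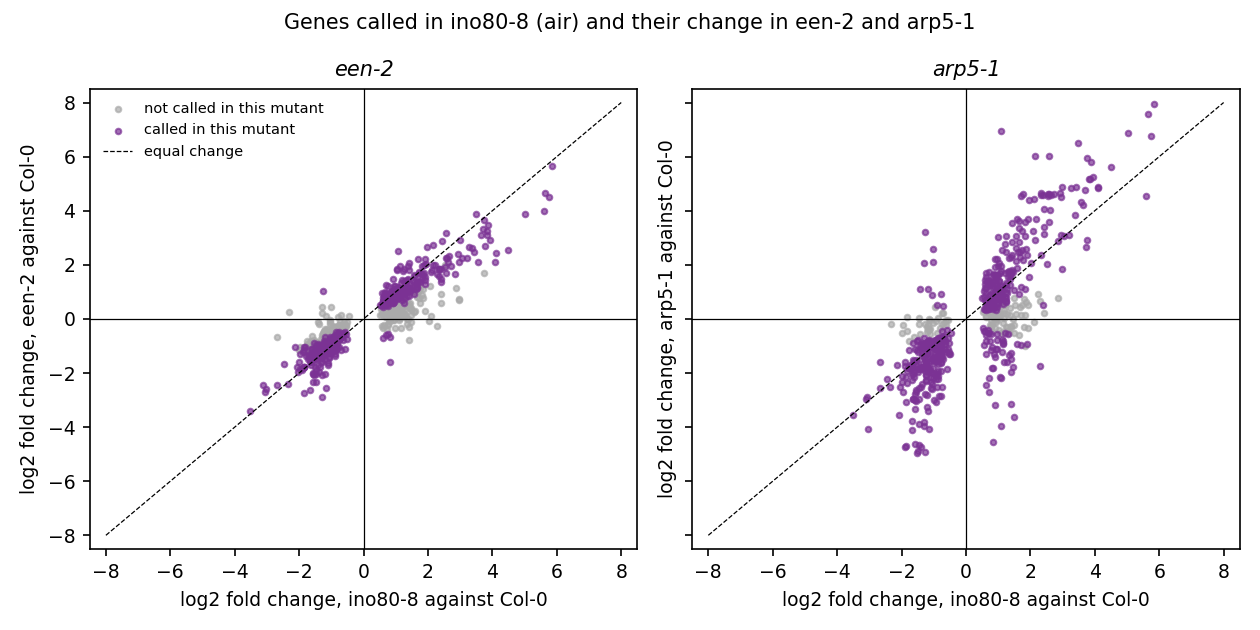
Log2 fold changes against Col-0 of the 600 *ino80-8* genes (horizontal axis) and the same genes in *een-2* (left) and *arp5-1* (right), coloured by whether the gene is called in that mutant, with a dashed line of equality. Of these, 566 points in *een-2* and 506 in *arp5-1* share the sign of *ino80-8*.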

Finally, we generated double mutants (*ref6-1 een-2*, *ref6-1 ino80-1* and *ref6-1 arp5-1*) that each strikingly display increased levels of H3K27me3 and H2A.Z at *EIN2* (Figure 3D, Figure 3—figure supplement 1I and J) highlighting that the *ein6-1 een-1* molecular phenotype cannot be attributed to the unique combination of a fast-neutron bombardment-induced deletion (*ein6-1*) and inversion (*een-1*). These double mutants also exhibit a hypo-sensitive triple response phenotype, although not as severe as in *ein6-1 een-1* mutants (Figure 3—figure supplement 1K). We speculate that differences between ecotypes (Ler versus Col-0) and/or differences between the *ein6/ref6* alleles (7 bp deletion versus T-DNA insertion) might cause this phenotypic discrepancy. Interestingly, *ref6-1 een-2 pie1-1* triple mutants that are also deficient in the ATPase subunit of the SWR1 chromatin remodeling complex display a wild-type triple response phenotype (Noh and Amasino, 2003). This result suggests that the loss of chromatinized H2A.Z in *pie1-1* mutants can suppress the hypo-sensitive triple response phenotype of *ref6-1 een-2* mutants (Figure 2—figure supplement 1G and H; Figure 3—figure supplement 1K). Taken together, our combined biochemical, genomic and genetic data identified EEN, complexed with ARP5, an integral part of the *Arabidopsis* INO80 chromatin remodeler along with EIN6 (REF6), directly controls the chromatin environment at *EIN2*.

**Figure 3.**
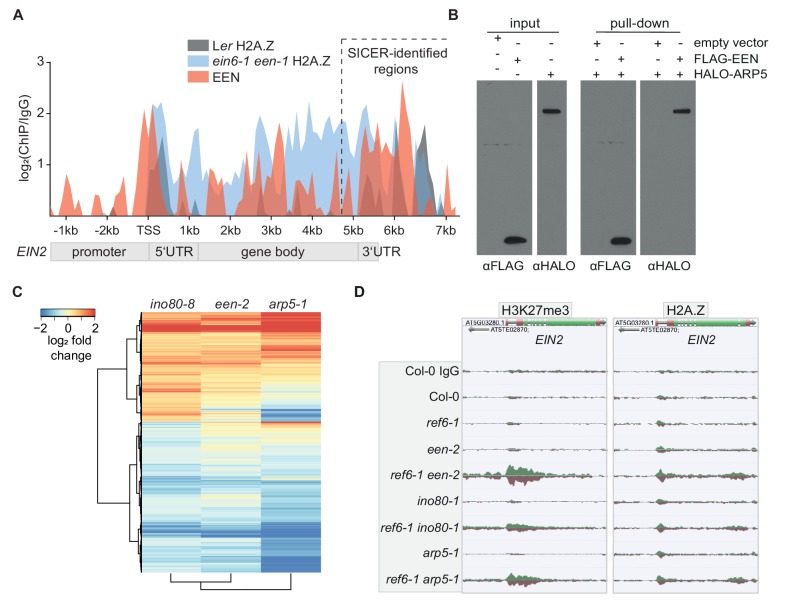
EEN is a subunit of the INO80 chromatin remodeling complex. (**A**) Graphical representation of H2A.Z and EEN occupancy at the *EIN2* gene determined with ChIP-seq. Sequencing reads of two merged H2A.Z ChIP-seq’s (L*er* (gray), *ein6-1 een-1* (blue)) and one EEN ChIP-seq (Col-0 *35S:EEN-FLAG* (red)) using 3-day-old etiolated seedlings were used. The occupancy is displayed as log_2_ fold change and was calculated as the ratio between the respective ChIP and the respective IgG control in 100 bp bins from 2.4 kb upstream to 7.7 kb downstream of the transcriptional start site (TSS) of *EIN2*. Occupancies that were lower in the ChIP sample compared to the IgG sample were set to zero. The region with significant EEN enrichment determined with SICER is indicated as well. (**B**) FLAG*-*pull-down assays using FLAG-tagged EEN and Halo-tagged ARP5 that were in vitro translated in rabbit reticulocyte extract. Anti-FLAG and anti-Halo antibodies were used to confirm EEN/ARP5 expression, EEN immunoprecipitation and EEN-ARP5 interaction. (**C**) Heatmap illustrates the log_2_ fold change in mRNA expression of INO80-dependent genes in untreated 3-day-old etiolated *ino80-8*, *een-2* and *arp5-1* seedlings relative to their expression in Col-0 seedlings. INO80-dependent genes were selected as genes that show a significant differential expression in *ino80-8* mutant seedlings compared to Col-0 seedlings (787 genes up, 1079 genes down). (**D**) Genome browser screenshot shows the occupancy of H3K27me3 (right) and H2A.Z (left) at the *EIN2* gene in untreated 3-day-old etiolated Col-0, *ref6-1*, *een-2, ref6-1 een-2, ino80-1, ref6-1 ino80-1, arp5-1* and *ref6-1 arp5-1* seedlings. Genome-wide occupancy of H3K27me3 and H2A.Z was determined by ChIP-seq. To ensure an accurate comparison of individual chromatin features between genotypes, the tracks were normalized to the respective sequencing depth. Normalization was separately done for each chromatin feature.

**Figure 3—figure supplement 1.**
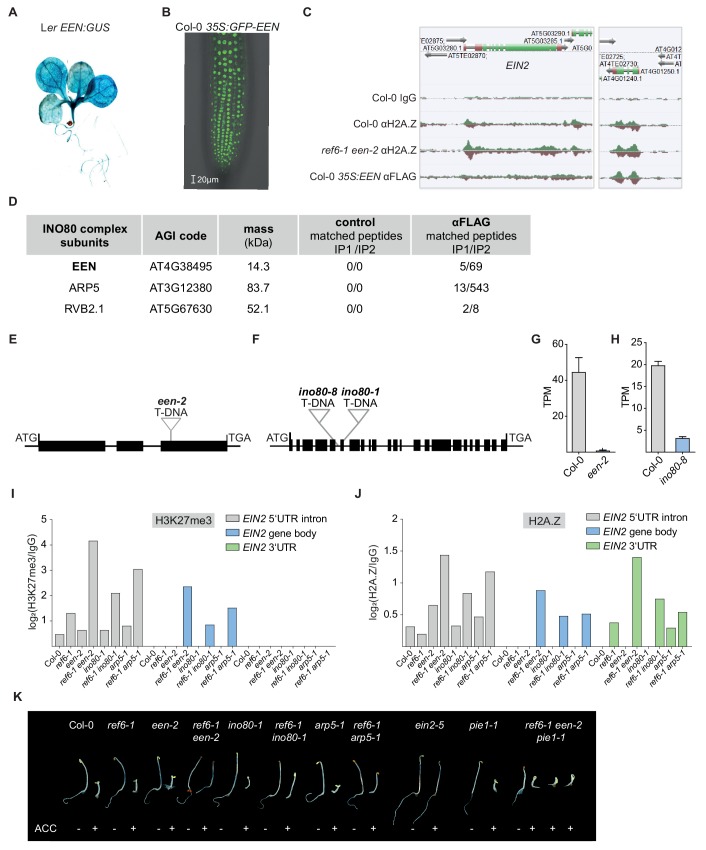
Proteomic and genetic validation of EEN as a subunit of the *Arabidopsis* INO80 chromatin remodeling complex. (**A**) Histochemical localization of *GUS* expression driven by a 2 kb *EEN* promoter fragment in 7-day-old L*er EEN:GUS* seedlings. (**B**) GFP fluorescence visualizes subcellular EEN localization in roots of 10-day-old Col-0 *35S:GFP-EEN* seedlings using confocal laser scanning microscopy. 20 µm scale bar is shown. (**C**) Genome browser screenshot visualizes the in vivo binding of EEN to the gene body of *EIN2*, *At4g11280* and *At4g01250*. H2A.Z occupancy in Col-0 and *ref6-1 een-2* seedlings at these loci is indicated as well. (**D**) Mass spectrometry analysis of immuno-purified FLAG-tagged EEN from Col-0 *35S:EEN* flower tissue revealed ARP5 as an interactor. Results from two independent IPs are shown. Flower tissue of non-transgenic Col-0 was used as a control. Both IPs also detected the helicase RVB2 which is part of the yeast INO80 complex as an interaction partner of EEN. (**E**), (**F**) Gene models of *EEN* and *INO80* indicate the localization of the T-DNA insertion in *een-2* (**E**), *ino80-1* (**F**) and *ino80-8* (**F**) mutants. (**G**), (**H**) Expression of *EEN* (**G**) and *INO80* (**H**) in untreated 3-day-old etiolated Col-0, *een-2* and *ino80-8* seedlings using RNA-seq is shown. Expression is measured in TPM (Transcripts Per Kilobase Million) and results from two biological replicates are shown (mean ±S.D.). (**I**) (**J**) Quantification of H3K27me3 levels (**I**) and H2A.Z levels (**J**) in the 5’UTR intron, gene body and 3’UTR of the *EIN2* gene in untreated 3-day-old etiolated Col-0, *ref6-1*, *een-2, ref6-1 een-2, ino80-1, ref6-1 ino80-1, arp5-1* and *ref6-1 arp5-1* seedlings. Occupancy of H3K27me3 and H2A.Z was determined by ChIP-seq. The H3K27me3 and H2A.Z occupancy in the three regions was calculated as the ratio between the respective ChIP-seq sample and Col-0 IgG control sample. (**K**) Triple response phenotype of 3-day-old etiolated Col-0, *ref6-1*, *een-2, ref6-1een-2, ino80-1, ref6-1 ino80-1*, *arp5-1*, *ref6-1 arp5-1*, *ein2-5*, *pie1-1* and *ref6-1 een-2 pie1-1* seedlings. Seedlings were grown on control LS media or on LS media supplemented with 10 µM ACC.

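*EEN* (At4g38495, chromosome 4 of TAIR10.1 from 18007357 to 18008071) had 44.4 ± 8.28 TPM in Col-0 and 0.665 ± 0.488 TPM in *een-2* (mean ± SD, n = 2), a log2 fold change of -4.79 (standard error 0.28, adjusted p = 7.1e-05 by limma). *INO80* (At3g57300, chromosome 3 from 21199150 to 21207893) fell from 19.7 ± 1.01 TPM in Col-0 to 3.14 ± 0.382 TPM in *ino80-8* (log2 fold change -2.33, standard error 0.17, adjusted p = 0.00017). *ARP5* (At3g12380, chromosome 3 from 3938183 to 3941935) had 5.44 ± 0.106 TPM in Col-0 and 4.17 ± 0.290 TPM in *arp5-1* (log2 fold change -0.32, standard error 0.18, adjusted p = 0.16). TPM counts reads along the whole gene, so transcripts broken by an insertion can still add to it. Across mutants, *EEN* had 29.2 ± 12.2 TPM in *ino80-8* (log2 fold change -0.64, adjusted p = 0.29) and *INO80* had 23.7 TPM in *een-2*. Of 9 measured genes of the INO80 and SWR1 complexes and H2A.Z, *INO80* alone fell in *ino80-8* and *EEN* alone in *een-2*. In *arp5-1* the H2A.Z genes *HTA8* and *HTA11* rose and *ARP6* of the SWR1 complex fell by 0.56 (adjusted p = 0.069 without Col-0 replicate 1 and 0.079 without *arp5-1* replicate 1).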

### INO80 controls ethylene-induced H2A.Z eviction dynamics

INO80 interacts with H2A.Z in *Arabidopsis* (Zhang et al., 2015) and high levels of H2A.Z at *EIN2* in *ein6-1 een-1* mutants suggest a role for the *Arabidopsis* INO80 complex in controlling H2A.Z dynamics as reported for other organisms (Figure 2A) (Papamichos-Chronakis et al., 2011; Alatwi and Downs, 2015). Surprisingly, a global defect of the H2A.Z landscape in *ino80-1* mutants and mutants of INO80 complex subunits (*een-1*, *een-2* and *arp5-1*) to wild-type was not observed (Figure 4A and B). Except for *pie1-1* mutants, the global impact on the H2A.Z landscape was only marginally affected in all tested single and double mutants (Figure 4A and B; Figure 2—figure supplement 1G and H). Furthermore, the gain of H2A.Z only becomes evident in double mutants at a few loci including *EIN2* (Figures 2A and 3D). Interestingly, ChIP-seq assays revealed that EEN predominantly binds to gene bodies of environmentally responsive genes that harbor gene body H2A.Z (Figure 4—figure supplement 1A–C; Supplementary file 5). Considering the role of H2A.Z in conferring gene responsiveness to environmental stimuli (Sura et al., 2017; Coleman-Derr and Zilberman, 2012), we speculated that the INO80 complex is potentially involved in the stimulus-induced eviction of H2A.Z. Thus, we examined the H2A.Z landscape in *een-1* and *ino80-8* mutants in ET-treated seedlings and found that robust hormone-induced H2A.Z eviction (≥1.3 fold, air vs 4 hr ET) occurs at 1076 genes (Supplementary file 8). These eviction dynamics were compromised in *een-1* and *ino80-8* mutants suggesting that the *Arabidopsis* INO80 complex is involved in the H2A.Z eviction process (Figure 4C and D; Figure 4—figure supplement 1D).

**Figure 4.**
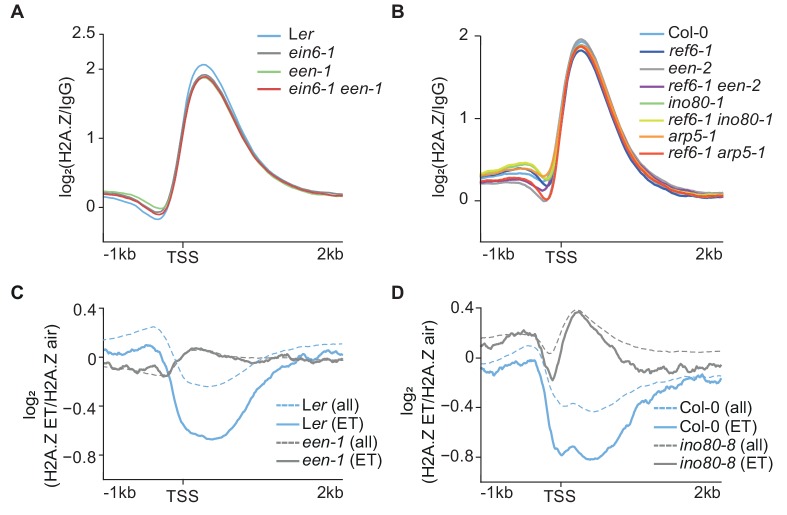
INO80 controls ethylene-induced H2A.Z eviction dynamics. (**A**) (**B**) Aggregated H2A.Z profile of all *Arabidopsis* genes (TAIR10) in L*er*, *ein6-1*, *een-1*, *ein6-1 een-1* (**A**) and Col-0, *ref6-1*, *een-2, ref6-1 een-2, ino80-1, ref6-1 ino80-1*, *arp5-1* and *ref6-1 arp5-1* (**B**) seedlings from 1 kb upstream to 2 kb downstream of the TSS determined by ChIP-seq. (**C**) (**D**) ET-induced H2A.Z eviction dynamics are shown as aggregated H2A.Z profiles of 3-day-old etiolated L*er*, *een-1*, Col-0 and *ino80-8* seedlings treated for 4 hr with ET gas. Two biological H2A.Z ChIP-seq replicates for L*er* and *een-1* (**C**) and one for Col-0 and *ino80-8* (**D**) were analyzed. Profiles visualize the log_2_ fold change between the respective air and ET-treated H2A.Z ChIP-seq samples from 1 kb upstream to 2 kb downstream of the TSS. 1076 genes that show a robust H2A.Z eviction in response to ET in all replicates (≥1.3 fold SICER comparison, air vs 4 hr ET) are shown as solid lines whereas all genes (TAIR10) are shown as dashed lines.

**Figure 4—figure supplement 1.**
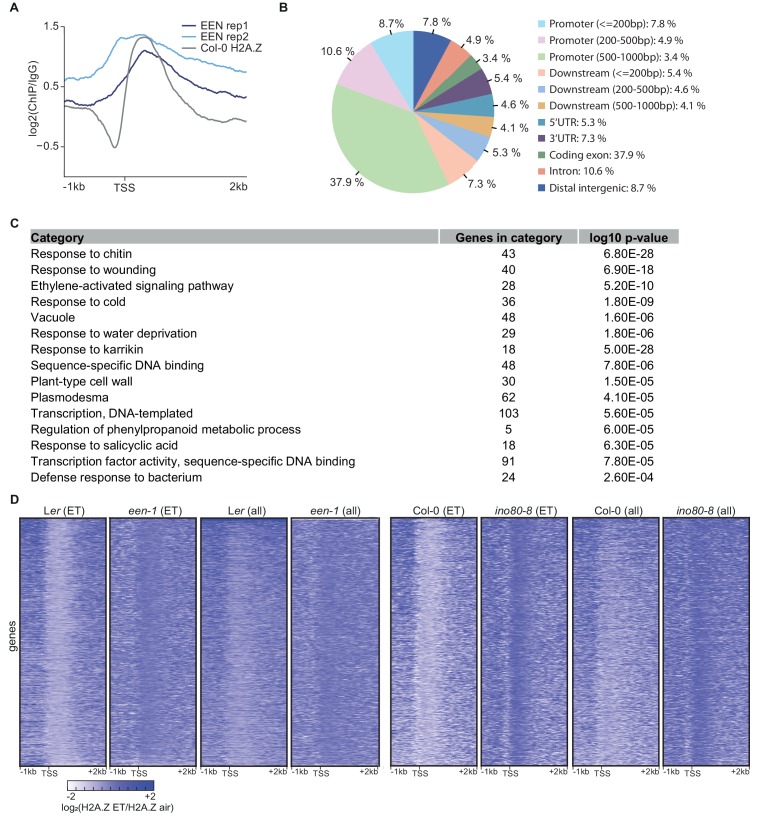
EEN binds to gene bodies of environmentally responsive genes. (**A**) Aggregated EEN and H2A.Z profile of the 1000 top-ranked genes that show EEN binding from 1 kb upstream to 2 kb downstream of the TSS. Two independent EEN ChIP-seq datasets (Col-0 *35S:EEN*) as well as one Col-0 H2A.Z ChIP-seq dataset (Col-0) is shown. (**B**) Pie chart illustrates the genomic distribution of EEN binding sites. (**C**) Gene ontology enrichment analysis of the 1000 top-ranked EEN targets using the functional annotation tool DAVID. (**D**) Heatmaps show ET-induced H2A.Z eviction dynamics in 3-day-old etiolated L*er*, *een-1*, Col-0 and *ino80-8* seedlings treated for 4 hr with ET gas. The heatmaps correspond to the aggregate profiles in Figure 4C and D. Heatmaps visualize the log_2_ fold change between the respective air and ET-treated H2A.Z ChIP-seq samples from 1 kb upstream to 2 kb downstream of the TSS. (ET) indicates that the dynamics of 1076 genes with a robust H2A.Z eviction in response to ET in all replicates (≥1.3 fold SICER comparison, air vs 4 hr ET) is shown whereas (all) indicates that the dynamics of all *Arabidopsis* genes is shown.

### EIN6 (REF6)/INO80-mediated regulation occurs at the 5’UTR intron region of *EIN2* during embryogenesis

EIN6 (REF6) can associate with INO80 in vivo (Smaczniak et al., 2012). To investigate when the EIN6 (REF6)/INO80-mediated regulation of *EIN2* occurs, we used ChIP-seq to map the H3K27me3 landscape in various tissues representing different developmental stages of wild-type and *ein6-1 een-1* (dry seeds, roots and shoots of etiolated seedlings, de-etiolated whole-seedlings, flowers and siliques) (Figure 5A). By using the broad H3K27me3 domain at *EIN2* as a proxy for an aberrant chromatin signature in *ein6-1 een-1* mutants, we discovered its presence in all tested *ein6-1 een-1* tissues (Figure 5A). These results indicate that EIN6 (REF6)/INO80-mediated control of *EIN2* expression already occurs by early embryogenesis in wildtype and that its failure rapidly establishes a repressive chromatin state at *EIN2*.

**Figure 5.**
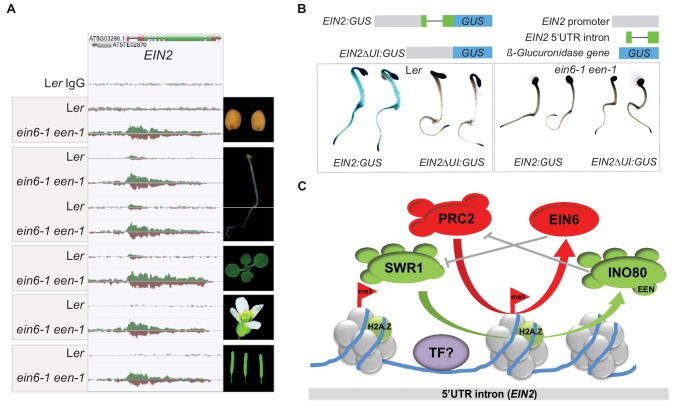
EIN6 (REF6)/INO80-mediated regulation occurs at the 5’UTR intron region of *EIN2* during embryogenesis. (**A**) Genome browser screenshot visualizes levels of H3K27me3 at the *EIN2* gene in the indicated tissues of L*er* and *ein6-1 een-1* plants (dry seeds, roots and shoots of etiolated seedlings, de-etiolated whole-seedlings, flowers and siliques). H3K27me3 occupancy was identified with ChIP-seq. The tracks were normalized to the respective sequencing depth for each experiment to allow an accurate comparison between L*er* and *ein6-1 een-1* H3K27me3 profiles. Normalization was separately done for each chromatin feature. (**B**) Histochemical GUS staining of untreated three-day-old etiolated L*er* and *ein6-1 een-1* seedlings stably expressing either a *EIN2* promoter *GUS* fusions with (*EIN2:GUS*) or without the 5’UTR intron (*EIN2ΔI:GUS*). Schematic illustration of the used *EIN2:GUS* constructs is shown as well. The gray box indicates the 2 kb promoter region of *EIN2*, the green boxes represent the 5’UTR and the black line indicates the 5’UTR intron. (**C**) Hypothetic model of the EIN6 (REF6)/INO80-mediated double safeguard mechanism at the 5’UTR intron of *EIN2*. Besides the demethylase function role of EIN6 (REF6) in antagonizing PRC2-mediated tri-methylation of H3K27, we speculate that EIN6 (REF6) also antagonizes SWR1-facillitated H2A.Z incorporation at *EIN2*. This scenario of a dual function holds true for the INO80 complex as well which counteracts SWR1 by removing H2A.Z, but also antagonizes H3K27 trimethylation through an unknown mechanism. The resulting low levels of H3K27me3 and H2A.Z possibly increase the accessibility of the enhancer element for binding of yet unknown transcription factors (TFs). When this EIN6 (REF6)/INO80-mediated regulation is functionally impaired, H3K27me3 and H2A.Z start to accumulate over the entire gene body of *EIN2* mutually reinforcing their depositions.

**Figure 5—figure supplement 1.**
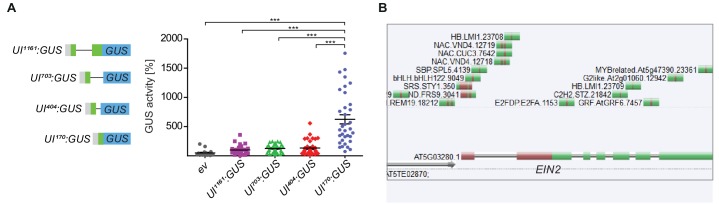
The 5’UTR intron region of *EIN2* is crucial for *EIN2* expression. (**A**) Quantitative GUS assays of *Nicotiana benthamiana* leaves that transiently express different *EIN2* 5’UTR intron-driven GUS constructs. Graphic scheme illustrates the full-length and 3’ truncated 5’UTR intron constructs. The gray box indicates truncated promoter region of *EIN2*, whereas the green boxes and the black line represent the 5’UTR and the intron, respectively. An empty pMDC163 plasmid served as a control (ev). The five constructs were always injected into the same leaf. The average GUS activity of the full length 5’UTR intron construct (*UI^1161^:GUS*) was set to 100% in each of the three independent experiments. For *UI^703^:GUS*, *UI^404^:GUS* and *UI^170^:GUS*, the values (±SE) from 34 transformed leaves are shown. Sixteen leaves were used for the empty vector control. Asterisks represent significant differences between *UI^170^:GUS* and all other constructs (one-way ANOVA with Bonferroni post test, ***p<0.001). (**B**) Genome browser screenshot from the Plant Cistrome Database shows TFs that can bind to the 5’UTR region of *EIN2* in vitro. Green bars indicate DAP-seq peaks and red bars within them indicate the respective TF-specific binding motif.

A key feature of the broad H3K27me3 domain at *EIN2* in *ein6-1 een-1* mutants is its asymmetric distribution across the gene with the peak level occurring within a 5’UTR intron and a steady decrease towards the 3’UTR (Figures 2A and 5A). The 5’UTR intron is also the region of *EIN2* where the majority of H3K27me3, H2A.Z, H2Aub and H3K4me3 can be detected in wild-type plants (Figure 2A). To interrogate the role of the EIN2 5’UTR intron in more detail, we generated *EIN2* promoter *GUS* fusions with or without the 5’UTR intron (*EIN2:GUS* and *EIN2ΔUI:GUS,* respectively) and introduced these constructs into wild-type and *ein6-1 een-1* plants. Histochemical GUS staining revealed detectable reporter activity from the *EIN2:GUS* construct in wild-type but only minimal activity was observed in *ein6-1 een-1* seedlings (Figure 4B). This result recapitulates the differences observed in endogenous *EIN2* mRNA expression between the two genotypes (Figures 1F and 2A). Deletion of the 5’UTR intron resulted in strongly reduced GUS reporter activity in wild-type and *ein6-1 een-1 EIN2ΔUI:GUS* seedlings (Figure 5B), indicating that, not only is the 5’UTR intron necessary for *EIN2* promoter-driven reporter activity, but also that its loss phenocopies the *ein6-1 een-1* mutant. We further investigated the 5’UTR intron using transient quantitative GUS reporter assays in *Nicotiana benthamiana* leaves driven by full-length and 3’-truncated intron 5’UTR constructs. We found that the full length *EIN2* 5’UTR intron construct (*UI^1161^:GUS*) as well as two moderately 3’-truncated constructs (*UI^703^:GUS* and *UI^404^:GUS*) were able to drive GUS reporter activity to comparable levels (Figure 5—figure supplement 1A). However, the most heavily 3’-truncated intron construct (*UI^170^:GUS*) had greater than six-fold higher GUS activity relative to the longer constructs, indicating the presence of an enhancer element in that region whose activity may be modulated by one or multiple regulatory elements further downstream in the 5’UTR intron region (Figure 5—figure supplement 1A). Similar GUS activities of *UI^1161^:GUS*, *UI^703^:GUS* and *UI^404^:GUS* suggest that these regulatory elements are located within the +170 bp to +404 bp region and provide a landing platform for various, but yet unknown, transcriptional regulators. By interrogating the Plant Cistrome Database (O’Malley et al., 2016), we identified bHLH122 and SQUAMOSA PROMOTER BINDING PROTEIN-LIKE 5 (SPL5) as potential candidate transcription factors (Figure 5—figure supplement 1B). It is known from SPL15 that it associates with the MADS-box protein SOC1 which in turn recruits EIN6 (REF6) to remodel the chromatin environment at SPL15/SOC1 target genes (Hyun et al., 2016).

## Discussion

Here we unravel a novel regulatory mechanism at *EIN2*, a multifunctional component of a critical stress regulatory pathway in plants. We discovered that the *ein6-1* mutants carry mutations in two genes that encode the H3K27me3 demethylase REF6 (EIN6) as well as a crucial subunit of the INO80 chromatin remodeling complex (EEN). Remarkably only the presence of both mutations led to the ectopic accumulation of H3K27me3 and H2A.Z at *EIN2*. The resulting repressive chromatin state compromises *EIN2* mRNA expression leading to a strongly reduced ET-induced accumulation of EIN3 protein and ultimately to a failure of the transcriptional response.

H3K27me3 and H2A.Z strongly co-associate in *Arabidopsis* which is not surprising since the majority of *Arabidopsis* genes are marked with H2A.Z (Dong et al., 2012; Carter et al., 2018; Gómez-Zambrano et al., 2019). Interestingly, they mutually reinforce their deposition through the concerted action of the methyltransferase CURLY LEAF (CLF) and the ATP-dependent chromatin remodeler PIE1 and PICKLE (PKL) (Carter et al., 2018). PIE1-dependent H2A.Z incorporation promotes the deposition of H3K27me3 which is retained after DNA replication by PKL (Carter et al., 2018). This scenario of a mutual reinforcement can explain the accumulation of H3K27me3 and H2A.Z in the *ein6-1 een-1* double mutant background. It’s possible that non-evicted H2A.Z at *EIN2* initially leads to increased deposition of H3K27me3. Since H3K27me3 demethylation and H2A.Z eviction are both functionally impaired in *ein6-1 een-1* mutants, H3K27me3 and H2A.Z can continuously reinforce their deposition, which ultimately leads to the observed gene body-wide spreading of both marks at *EIN2*. Another interesting aspect arose from a recent study showing that monoubiquitination of H2A.Z confers H2A.Z-mediated transcriptional repression (Gómez-Zambrano et al., 2019). Although our anti-H2Aub antibody cannot distinguish between monoubiquitinated H2A and monoubiquitinated H2A.Z, we speculate that the observed increase of H2Aub at the gene body of *EIN2* in *ein6-1 een-1* mutants is predominantly monoubiquitinated H2A.Z. These findings suggest a scenario of mutually reinforced H3K27me3/H2A.Z deposition potentially combined with the monoubiquitination of H2A.Z that ultimately represses *EIN2* expression.

However, it’s unclear why the increased mutually enforced deposition of H3K27me3 and H2A.Z can only be observed in the double mutant background. Although the functional loss of EIN6 (REF6) as the major *Arabidopsis* H3K27me3 demethylase has a profound impact on the H3K27me3 landscape in *Arabidopsis* (Lu et al., 2011), *EIN2* is only marginally affected. A molecular hallmark of *ein6* (*ref6*) mutants is the ectopic accumulation of H3K27me3 at thousands of genes (2369 Group I genes) (Lu et al., 2011). Our in-depth investigation of the *ein6-1 een-1* epigenome revealed a new class of genes (Group II genes), such as *EIN2,* that ectopically accumulates H3K27me3 in the *ein6-1* (*ref6-1*) mutant background but only when INO80 is simultaneously lost (*ref6-1 ino80-1*) or the INO80 complex activity is simultaneously impaired (*ein6-1 een-1*, *ref6-1 een-2, ref6-1 arp5-1*). These findings indicate an EIN6 (REF6)-independent INO80-mediated mechanism that specifically prevents H3K27me3 hyper-accumulation at *EIN2* in the absence of EIN6.

The precise mechanism behind the observed functional redundancy of EIN6 (REF6) and the INO80 complex in regulating H3K27me3 occupancy at *EIN2* remains unclear. Regulatory interactions between H3K27me3 demethylases and SWI/SNF-type chromatin remodelers are described in various organisms (Li et al., 2016; Miller et al., 2010). The mouse H3K27me3 demethylases Jmjd3 and UTX interact with T-box transcription factors and a Brg1-containing SWI/SNF remodeling complex to activate gene expression in a H3K27me3 demethylase-independent manner (Miller et al., 2010). In *Arabidopsis*, EIN6 (REF6) physically interacts with BRAHMA (BRM) and is crucially involved in recruiting BRM to its target genes (Li et al., 2016). However, in contrast to *ein6-1 een-1* double mutants*, brm-1 ref6-1* double mutants show no additional ectopic H3K27me3 domains (Li et al., 2016).

The most prominent function of the INO80 chromatin remodeling complex is the eviction of the histone variant H2A.Z (Papamichos-Chronakis et al., 2011; Alatwi and Downs, 2015). This is corroborated by our findings of impaired ET-induced H2A.Z eviction dynamics in *een-1* and *ino80-8* mutants, as well as the H2A.Z accumulation at *EIN2* in *ein6-1 een-1* double mutants. However, in the absence of a stimulus or an *ein6* (*ref6*) background mutation, single mutants of the *Arabidopsis* INO80 complex (*een-1*, *een-2*, *arp5-1*, *ino80-1*, *ino80-8*) have no impact on global H2A.Z occupancy which in line with a recent report in yeast (Jeronimo et al., 2015). This strongly suggests that, like in mammals, there is an INO80-independent H2A.Z removal mechanism in *Arabidopsis* (Obri et al., 2014). The INO80 complex is crucial for pluripotency of embryonic stem cells (ESCs) (Wang et al., 2014). Silencing of INO80 leads to a breakdown of the ESC-specific chromatin structure that is accompanied by the accumulation of H3K27me3 at INO80 target sites (Wang et al., 2014). Based on this and our findings, it is conceivable that the INO80 complex can prevent H3K27me3 accumulation by antagonizing PRC2-mediated H3K27me3 deposition through direct or indirect blocking of the access of PRC2 to chromatin.

Loss of EIN6 (REF6) also has no effect on the global H2A.Z distribution, but leads to an ectopic H2A.Z accumulation at *EIN2* in the *een* mutant. This suggests that EIN6 can not only control chromatin structure through H3K27me3 demethylation, but also through the regulation of H2A.Z occupancy, although in a very specific genomic context. This is supported by our finding that the hypo-sensitive triple response phenotype of *ref6-1 een-2* mutants can be suppressed by the loss of SWR1-deposited H2A.Z in *ref6-1 een-2 pie1-1* triple mutants. Similar to the INO80-mediated restriction of PRC2 chromatin access, EIN6 (REF6) might control H2A.Z occupancy through blocking SWR1-mediated deposition of H2A.Z. We speculate that the observed functional duality of EIN6 (REF6) and the INO80 complex in antagonizing SWR1-mediated H2A.Z incorporation and PRC2-mediated H3K27 tri-methylation represents a double safeguard mechanism that ensures a permissive chromatin structure at *EIN2* to ultimately safeguard its expression (Figure 5C).

The question of why a gene like *EIN2* is controlled by this pivotal chromatin modifier equilibrium is not fully answered. Since *EIN2* is not the only gene that is directly targeted by EIN6 and EEN, other specificity determinants must exist. The majority of chromatin regulation at *EIN2* takes place in the 5’UTR intron region and our functional analysis of this region indicates the presence of multiple regulatory elements. Thus, we believe there is likely a yet unknown transcription factor that is required to establish the EIN6/INO80-dependent double safeguard mechanism at *EIN2* (Figure 4C). Besides safeguarding *EIN2* expression, it’s also plausible that the EIN6/INO80-mediated double safeguard is actively turned off to allow stable repression of *EIN2* in a specific cell type and/or at a specific developmental stage. Histone signatures are mitotically stable and potentially echo prior or missing regulatory steps (Wang and Higgins, 2013). In addition, with our finding that dry *ein6-1 een-1* seeds already display the aberrant chromatin signature at *EIN2*, it can be envisioned that the EIN6/INO80-mediated regulation already takes place during embryogenesis. This might also provide an explanation for the relatively weak binding of EIN6 and EEN to *EIN2*. Since we were able to capture strong EIN6 and EEN binding at numerous loci, technical reasons for weak binding such as insufficient crosslinking to the DNA are less likely. It is also plausible that the number of cells with EIN6/EEN-binding at *EIN2* is rather small or that DNA residency times and chromatin remodeler compositions may vary between genes, thus potentially affecting the outcome of our ChIP-seq experiments. Given EIN2’s multifunctional role in controlling many agronomically important processes (Johnson and Ecker, 1998), we propose that this newly discovered mode of regulation at *EIN2*, not only fine-tunes its expression, but may also provide an efficient switch to repress gene expression.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*A. thaliana*)	*ein6-1 een-1*	Roman et al. (1995)		
Strain, strain background (*A. thaliana*)	*ein6-1*	This study		Materials and methods subsection: Plant material and growth conditions
Strain, strain background (*A. thaliana*)	*een-1*	This study		Materials and methods subsection: Plant material and growth conditions
Strain, strain background (*A.thaliana*)	*ein2-45*	Beaudoin et al. (2000)		
Strain, strain background (*A. thaliana*)	*ein2-5*	Alonso et al. (1999)		
Strain, strain background (*A. thaliana*)	*ref6-1*	Noh et al. (2004)		
Strain, strain background (*A. thaliana*)	*een-2*	This study	SALKseq_129237	Materials and methods subsection: Plant material and growth conditions
Strain, strain background (*A. thaliana*)	*arp5-1*	Kandasamy et al. (2009)		
Strain, strain background (*A. thaliana*)	*ino80-1*	Fritsch et al. (2004)		
Strain, strain background (*A. thaliana*)	*ino80-8*	This study	SALKseq_041809	Materials and methods subsection: Plant material and growth conditions
Strain, strain background (*A. thaliana*)	*pie1-1*	Noh and Amasino (2003)		
Strain, strainbackground (*A.thaliana*)	*ref6-1 een-2*	This study		Materials and methods subsection: Plant material and growth conditions
Strain, strain background (*A. thaliana*)	*ref6-1 arp5-1*	This study		Materials and methods subsection: Plant material and growth conditions
Strain, strain background (*A. thaliana*)	*ref6-1 ino80-1*	This study		Materials and methods subsection: Plant material and growth conditions
Strain, strain background (*A. thaliana*)	*pie1-1 ref6-1 een-2*	This study		Materials and methods subsection: Plant material and growth conditions
Strain, strain background (*A. thaliana*)	Col-0 *HTA11:HTA11:GFP*	Kumar and Wigge (2010)		
Strain, strain background (*A. thaliana*)	*Ler 35S:EIN6-FLAG*	This study		Materials and methods subsection: Vectors construction and plant transformation conditions
Strain, strain background (*A. thaliana*)	*Col-0 35S:FLAG-EEN*	This study		Materials and methods subsection: Vectors construction and plant transformation conditions
Strain, strain background (*A. thaliana*)	*Col-0 35S:GFP-EEN*	This study		Materials and methods subsection: Vectors construction and plant transformation conditions
Strain, strain background (*A. thaliana*)	*ein6-1 een-1* *EIN6:EIN6*	This study		Materials and methods subsection: Vectors construction and plant transformation conditions
Strain, strain background (*A. thaliana*)	*ein6-1 een-1* *EEN:EEN*	This study		Materials and methods subsection: Vectors construction and plant transformation conditions
Antibody	Rabbit polyclonal anti-histone H3K27me3	Active Motif	Cat# 39156, RRID:AB_2636821	5 µl Materials and methods subsection: ChIP-seq
Antibody	Rabbit polyclonal anti - Htz1/Histone H2A.Z	Active Motif	Cat# 39647 RRID:AB_2793289	10 µl Materials and methods subsection: ChIP-seq
Antibody	Rabbit monoclonal anti trimethyl-Histone H3 (Lys4)	Millipore Sigma	Cat#: 04–745 RRID:AB_1163444	4 µl Materials and methods subsection: ChIP-seq
Antibody	Rabbit monoclonal anti-ubiquityl-Histone H2A (Lys119)	Cell Signaling Technology	Cat#: 8240 RRID:AB_10891618	10 µl Materials and methods subsection: ChIP-seq
Antibody	Mouse monoclonal anti-FLAG M2	Millipore Sigma	Cat#: F1804 RRID:AB_262044	5 µl Materials and methods subsection: ChIP-seq
Antibody	Mouse monoclonal anti-GFP	Millipore Sigma	Cat#:11814460001 RRID:AB_390913)	5 µl Materials and methods subsection: ChIP-seq
Antibody	ChromPure Mouse IgG, whole molecule	Jackson ImmunoResearch	Cat#:015-000-003 RRID:AB_2337188	2 µl Materials and methods subsection: ChIP-seq
Antibody	Mouse monoclonal anti-HaloTag	Promega	Cat#: G9211	1:1000 Materials and methods subsection: Immunoblot analysis and in vitro pull-down assays
Antibody	Rabbit polyclonal anti-Histone H3	Abcam	Cat#: ab1791 RRID:AB_302613)	1:1000 Materials and methods subsection: Immunoblot analysis and in vitro pull-down assays
Antibody	Rabbit polyclonal anti-EIN3	Chang et al. (2013)		1:500 Materials and methods subsection: Immunoblot analysis and in vitro pull-down assays
Antibody	Mouse polyclonal anti-EIN2	Qiao et al. (2012)		1:500 Materials and methods subsection: Immunoblot analysis and in vitro pull-down assays
Chemical compound, drug	Protein G Dynabeads	Thermo Fisher Scientific	Cat. #: 10004D	50 µl Materials and methods subsection: ChIP-seq

### Plant material and growth conditions

The *ein6-1 een-1* mutant resulted from a genetic screen using fast neutron-mutagenized L*er* seeds as previously described (Roman et al., 1995). Both an *ein2* mutant allele in the L*er* background (*ein2-45*) and in the Col-0 background (*ein2-5*) were used in this study (Beaudoin et al., 2000; Alonso et al., 1999). The *ref6*, *ino80* and *arp5* mutants used in this study were *ref6-1*, *ino80-1* and *arp5-1* (Noh et al., 2004; Fritsch et al., 2004; Kandasamy et al., 2009). In addition, we isolated a new *ino80* allele (SALKseq_041809) which now refers to *ino80-8*. The newly isolated *een-2* T-DNA mutant (SALKseq_129237) as well as the *ino80-8* mutant was obtained from the Arabidopsis Biological Resource Center (ABRC). The *pie1* mutant that was used in this study is *FRIGIDA* (*FRI*) *pie1-1* (Noh and Amasino, 2003). Transgenic Col-0 *HTA11:GFP* plants express a previously described functional *HTA11:GFP* cassette (Kumar and Wigge, 2010). Seedlings were grown on Linsmaier and Skoog (LS) medium containing 0.8% agar and 1% sucrose. For the triple response assay, surface-sterilized wild-type (Col-0, L*er*) and mutant seeds were grown on agar plates containing LS medium supplemented with or without 10 µM 1-aminocyclopropane-1-carboxylic acid (ACC) for three days in the dark. For the induction with ET, seedlings were grown for three days in the dark in the presence of hydrocarbon free air and subsequently treated with ethylene gas for 4 hr. Flower tissue for mass spectrometry analyses was collected from 4 to 6 weeks old plants that were grown under controlled environmental conditions (21/19°C, 16-h-light/8-h-dark cycle). *ref6-1 een-2*, *ref6-1 ino80-1* and *ref6-1 arp5-1* double mutants were generated by crossing of *ref6-1* single mutant pollen into the respective mutants. The *ref6-1 een-2 pie1-1* triple mutant originates from a cross of the *ref6-1 een-2* double mutant with pollen of *pie1-1* mutants. The F1-progeny was allowed to self-fertilize and the resulting F2 generation was screened for homozygosity using PCR (for primer sequences see Supplementary file 9).

### Mutant mapping and characterization of mutations

An *ein6-1 een-1* mutant was crossed into the Col-0 background and pooled DNA of approximately 350 ET-insensitive F2 seedlings was used for SHOREmap analysis (Schneeberger et al., 2009). ET-insensitivity was determined with the triple response assay and genomic DNA was extracted with the DNeasy Plant Mini Kit (69104, Qiagen). The 7 bp deletion in the *EIN6* (*REF6*) gene was discovered through PCR amplification of the *EIN6* (*REF6*) gene from *ein6-1* mutants and subsequent Sanger sequencing of the amplicon. The inversion event that led to the fusion of the *EEN* gene with the *AQI* gene was initially detected with Thermal Asymmetric Interlaced (TAIL)-PCR (Singer and Burke, 2003). Three primers (TAIL1-3) that specifically anneal to the 5’UTR region of *EEN* and six degenerated primers (AD1-6) were used (Supplementary file 9). Two amplicons that show the expected size difference were extracted using the QIAquick Gel Extraction Kit (28704, Qiagen). The DNA sequences of the purified amplicons were determined by Sanger sequencing. The *EEN-AQI* fusion event was further characterized by the amplification and subsequent sequencing of the chimeric region using genomic DNA and cDNA as a template (for primer sequences see Supplementary file 9). Visualization of the inversion region was achieved with optical mapping of ultra-long DNA molecules of L*er* and *ein6-1 een-1* seedlings using the Bionano Genomics Irys instrument. For the optical mapping, genomic DNA was extracted from nuclei and processed as previously described (Kaufmann et al., 2010; Kawakatsu et al., 2016).

### Vectors construction and plant transformation

Gateway cloning and TOPO cloning (Thermo Fisher Scientific) was used to generate the majority of vectors in this study. For complementation analyses, genomic fragments of *EIN6* (*REF6*, *At3g48430*) and *EEN* (*At4g38495*) including a 2 kb promoter region but without the stop codon were amplified using genomic DNA from L*er* plants as a template. Amplified fragments were inserted into pENTR/D-TOPO via TOPO cloning and subsequently cloned via LR reaction into the binary vector pEarlyGate302 (https://www.arabidopsis.org/abrc/catalog/vector_1.html). For the generation of transgenic Cauliflower mosaic virus *35S* promoter-driven *EEN* (*35S:EEN*) plants, the coding sequences of *EIN6* (*REF6*) and *EEN* were first amplified from L*er* cDNA, introduced into pENTR/D-TOPO and subsequently cloned via LR reaction into the binary vector pEarleyGate202 (https://www.arabidopsis.org/abrc/catalog/vector_1.html). The binary vector pMDC163 (https://www.arabidopsis.org/abrc/catalog/vector_1.html) containing a *gusA* gene as a reporter was used for the *EEN* expression analysis, as well as for the stable and transient *EIN2* promoter/5’UTR intron analyses. An approximately 2 kb promoter fragment of *EEN* and the respective *EIN2* promoter/5’UTR fragments were amplified from genomic L*er* DNA, cloned into pENTR/D-TOPO and inserted by LR reaction into pMDC163. For the identification of the subcellular localization of GFP-tagged EEN, pENTR/D-TOPO-*EEN* was used to introduce the cDNA of *EEN* via LR reaction into pGWB6 (http://shimane-u.org/nakagawa/gbv.html). For in vitro pulldown experiments, pENTR/D-TOPO-*EEN* was used to introduce the cDNA of *EEN* via LR reaction into a modified version of the pTNT plasmid (L5610, Promega) containing a N-terminal FLAG-tag (Nito et al., 2013). The *ARP5* cDNA was cloned into pDONR221 (12536017, Thermo Fisher Scientific) via BP reaction and subsequently introduced into pIX-HALO (https://www.arabidopsis.org/servlet/TairObject?id=1001200298&type=vector) via LR reaction. For DAP-seq assays, the C-terminus of *EIN6* (156aa) were cloned into pENTR/D-TOPO and subsequently introduced via LR reaction into pIX-HALO. For the overexpression of N-terminal FLAG-tagged full-length and truncated EIN6 (*35S:EIN6*, *35S:EIN6ΔZNF*), the respective coding sequences without a stop codon were amplified from L*er* cDNA. Restriction sites for KpnI and SalI as well as a FLAG-tag with stop codon were added through amplification. KpnI/SalI-digested amplicons were subsequently ligated into the binary vector pCHF3. Binary plasmids were electroporated into *Agrobacterium tumefaciens* strain GV3101 and subsequently transformed into the respective *Arabidopsis* plants using the floral dip method (Clough and Bent, 1998). Primers used to generate all described constructs are listed in Supplementary file 9.

### ChIP-seq

ChIP-seq experiments using three-day-old etiolated seedlings were performed as previously described (Kaufmann et al., 2010) with minor modifications. ChIP-seq assays were conducted with antibodies against H3K27me3 (39156, Active Motif), H2A.Z (39647, Active Motif), H3K4me3 (04–745, Millipore Sigma), H2Aub (8240, Cell Signaling Technology), FLAG (F1804, Millipore Sigma) and GFP (11814460001, Millipore Sigma). Mouse IgG (015-000-003, Jackson ImmunoResearch) served as the negative control. Protein G Dynabeads (50 µl, 10004D, Thermo Fisher Scientific) were coupled for 4–6 hr with the respective antibodies or IgG and subsequently incubated overnight with equal amounts of sonicated chromatin. Beads were washed successively with high salt buffer (50 mM Tris HCl pH 7.4, 150 mM NaCl, 2 mM EDTA, 0.5% Triton X-100), low salt (50 mM Tris HCl pH 7.4, 500 mM NaCl, 2 mM EDTA, 0.5% Triton X-100) and wash buffer (50 mM Tris HCl pH 7.4, 50 mM NaCl, 2 mM EDTA) before de-crosslinking, proteinase K digestion and DNA precipitation. Libraries were sequenced on the Illumina HiSeq 2500 and HiSeq 4000 Sequencing system. Sequencing reads were aligned to the TAIR10 genome assembly using Bowtie2 (Langmead, 2010).

### DAP-seq

DAP-seq assays were carried as previously described (O’Malley et al., 2016) using the recombinantly expressed C-terminus of EIN6 (REF6) and genomic Col-0 DNA.

### RNA-seq

Three-day-old etiolated seedlings were used for expression analyses. Total RNA was extracted with the RNeasy Plant Mini Kit (74903, Qiagen). cDNA library preparation and subsequent single read sequencing was carried as previously described (Song et al., 2016). Sequencing reads were aligned to the TAIR10 genome assembly using the STAR software (version STAR_2.6.0 c) (Dobin et al., 2013).

### MethylC-seq

MethylC-seq assays were conducted as previously described (Lister et al., 2011). Differentially methylated regions (DMRs) in L*er*, *ein6-1*, *een-1* and *ein6-1 een-1* seedlings were identified with the methylpy software (Schultz et al., 2015).

### Data analysis

Significant enrichments of histone modifications, histone variants, EIN6 and EEN were identified with the SICER software (Zang et al., 2009) using the TAIR10 genome assembly. The Intersect tool from BEDtools (Quinlan and Hall, 2010) was used to identify the genes in the ChIP-seq datasets that are most proximal to the discovered binding sites. The Genome wide Event finding and Motif discovery (GEM) tool (Guo et al., 2012) was used to identify the peak summit regions in ChIP/DAP-seq data-derived binding sites of EIN6. The MEME-ChIP analysis tool (Machanick and Bailey, 2011) was then used to identify binding motifs within the top 1000 summit regions of three merged EIN6 ChIP-seq experiments and one DAP-seq experiment. Gene ontology (GO) enrichment analysis was carried out with DAVID (Dennis et al., 2003). For the analysis of genomic distributions within EEN ChIP-seq data, all binding sites were first identified with SICER (version 1.1) and then subjected to the *cis*-regulatory element annotation system (CEAS) tool (Shin et al., 2009). To generate aggregated profiles, heatmaps and correlation analyses of ChIP-seq data, Deeptools (Ramírez et al., 2014) was employed. For the validation of our H2A.Z antibody, three published H2A.Z ChIP-seq datasets were downloaded (Carter et al., 2018) (GSE103361; sample GSM2769481), Wollmann et al., 2017 (GSE96834; sample GSM2544791), Coleman-Derr and Zilberman, 2012 (GSE39045; sample GSM954614)). multiBamSummary and plotCorrelation from Deeptools was used to generated the Spearman’s correlation plot. A total of 59814 2 kb bins were found. For the quantification of occupancy of the various histone modifications or of H2A.Z at the *EIN2* gene, the bigWigAverageOverBed tool executable from the UCSC genome browser was used (Kent et al., 2002). Quantification was done for the 5’UTR intron region (chr5, 787428–788588), gene body region (chr5, 788589–793066) and 3’UTR intron region (chr5, 793067–793356). SAMtools (Li et al., 2009) was used to merge biological ChIP-seq replicates. For overlap analysis (http://bioinformatics.psb.ugent.be/webtools/Venn/), pairwise comparisons of ChIP-seq samples (*ein6-1 een-1* >*ein6-1* (H3K27me3, 2-fold), *ein6-1 een-1* >*een-1* (H2A.Z, 1,5-fold), *ein6-1 een-1* >L*er* (H2Aub, 2-fold), L*er* >*ein6-1 een-1* (H3K4me3, 1.5-fold)), using SICER were conducted to discover genes with differential enrichment of the respective modification or of H2A.Z in *ein6-1 een-1* mutants. DMRs with ten or more methylated cytosines in at least one genotype were included into the overlap analysis as well. For the identification of genes that show a robust ET-induced eviction of H2A.Z, we first employed SICER (≥1.3 fold SICER comparison, air vs 4 hr ET) to identify all genes that show a significant eviction of H2A.Z after ET-treatment in L*er* (two replicates) and Col-0 (one replicate). 1076 genes were identified in all replicates and were used to visualize ET-induced H2A.Z eviction dynamics in *een-1* and *ino80-8* mutants.

The RSEM software package (version 1.3.0) was used to quantify transcripts in the RNA-seq experiments (Li and Dewey, 2011). To identify differentially expressed genes in the RNA-seq datasets, the edgeR package (Robinson et al., 2010) was used. For the visualization of the transcriptional ET response in L*er*, *ein6-1*, *een-1*, *ein6-1 een-1* and *ein2-45* seedlings *via* a heatmap, all genes with a significant log_2_ fold expression change in L*er* seedlings in response to 4 hr of ET treatment (1803 induced, 2598 repressed) were selected. To display the transcriptomic similarities between *ino80-8*, *een-2* and *arp5-1* mutants, INO80-dependent genes were first identified by a direct comparison of the Col-0 with the *ino80-8* transcriptome (787 genes up, 1079 genes down) and their expression relative to Col-0 was then visualized with a heatmap. All sequencing data were visualized with the AnnoJ genome browser (Lister et al., 2008). ClustalW2 (Larkin et al., 2007) was used for multiple amino acid sequence alignment of EEN (Accession AEE86934.1), IES6 (Accession P32617.1) and human IES6 (hIES6) (Accession AAH39404.1). For the interrogation of TFs that can bind to the 5’UTR region of *EIN2*, the Plant Cistrome Database (O’Malley et al., 2016) (http://neomorph.salk.edu/dap_web/pages/index.php) was used.

### Immunoblot analysis and in vitro pull-down assays

Nuclear proteins of untreated and ET-treated *Arabidopsis* seedling tissue were extracted as previously described (Kaufmann et al., 2010). For immunoblots analysis, nuclear extracts were boiled in 1X LDS sample buffer (NP0008, Thermo Fisher Scientific) and extracted proteins were subsequently separated by SDS-PAGE. The TnT Quick Coupled Transcription/Translation System (L1170, Promega) was used for in vitro pull-down assays. in vitro translated FLAG-tagged EEN was incubated with Anti-FLAG M2 Magnetic Beads (M8823, Millipore Sigma) for 1 hr and subsequently washed with WP buffer (50 mM Tris HCl pH 7.5, 100 mM NaCl, 1 mM EDTA, 1% DMSO, 2 mM TCEP pH 7.5, 0.1 % NP-40). After washing, the beads were incubated with in vitro translated Halo-tagged ARP5 for additional 2 hr. After three washes with WP buffer, beads were boiled in 1X LDS sample buffer and the supernatant was subjected to immunoblot analysis. Specificities of the used antibodies against EIN2 and EIN3 were previously tested (Qiao et al., 2012; Chang et al., 2013; Kandasamy et al., 2009). Antibodies against FLAG, HA, GFP (F1804, 11867423001, 11814460001, Millipore Sigma) and Halo (G9211, Promega) were used for the respective immunoblot analysis. An anti-histone H3 antibody (ab1791, Abcam) was used to control for equal loading.

### Fluorescence microscopy, histochemical GUS staining, and quantitative GUS assays

Fluorescence microscopy was performed with 10-day-old Col-0 *35S:GFP-EEN* seedlings to identify the subcellular localization of EEN. Images were taken with a Zeiss LSM 710 Confocal Microscope. GUS staining was carried out as described before (Willige et al., 2011). Transgenic *Arabidopsis* seedlings either harboring an *EEN:GUS, EIN2:GUS or EIN2ΔUI:GUS* cassette were incubated in the GUS staining solution for 12 hr. For quantitative GUS assays, *Nicotiana benthamiana* leafs were infiltrated with the *Agrobacterium tumefaciens* strain GV3101 harboring the respective binary plasmids with an incubation time of 48 hr as previously reported (Bürger et al., 2017). Fluorometric quantification of GUS reporter activity was carried out as previously described (Zander et al., 2014).

### Mass spectrometry analysis

Nuclei were extracted from flowers of Col-0 *35S:EEN-FLAG* as previously described (Kaufmann et al., 2010). Nuclear extracts of non-transgenic Col-0 served as a control. Anti-FLAG M2 Magnetic Beads (M8823, Millipore Sigma) were washed three times with Sonic buffer before they were incubated for 2 hr with equal amounts of nuclear protein. After three additional washes with Sonic buffer, beads were boiled in 1X LDS sample buffer and the supernatants were subjected to mass spectrometry analysis. Samples were precipitated by methanol/chloroform first and the dried pellets were dissolved in 8 M urea/100 mM TEAB, pH 8.5. Proteins were reduced with 5 mM Tris (2-carboxyethyl) phosphine hydrochloride (TCEP) and alkylated with 10 mM chloroacetamide. Proteins were digested overnight at 37 ^o^ C in 2 M urea/100 mM TEAB, pH 8.5, with trypsin. Digestion was quenched with formic acid (5% final concentration). The digested samples were analyzed on a Fusion Orbitrap Tribrid mass spectrometer (IQLAAEGAAPFADBMBCX, Thermo Fisher Scientific). The digest was injected directly onto a 30 cm, 75 um ID column packed with BEH 1.7 um C18 resin (186002350, Waters). Samples were separated at a flow rate of 300 nl/min on a nLC 1000 liquid chromatograph (LC120, Thermo Fisher Scientific). Buffer A and B were 0.1% formic acid in water and 0.1% formic acid in 90% acetonitrile, respectively. A gradient of 1–25% B over 90 min, an increase to 40% B over 30 min, an increase to 90% B over 10 min and held at 90% B for a final 10 min of washing was used for 140 min total run time. The column was re-equilibrated with 20 ul of buffer A prior to the injection of samples. Peptides were eluted directly from the tip of the column and nanosprayed directly into the mass spectrometer by application of 2.5 kV voltage at the back of the column. The Orbitrap Fusion was operated in a data-dependent mode. Full MS scans were collected in the Orbitrap at 120K resolution with a mass range of 400 to 1600 m/z and an AGC target of 5e^5^. The cycle time was set to 3 s, and within this 3 s the most abundant ions per scan were selected for CID MS/MS in the ion trap with an AGC target of 1e^4^ and minimum intensity of 5000. Maximum fill times were set to 50 ms and 100 ms for MS and MS/MS scans respectively. Quadrupole isolation at 1.6 m/z was used, monoisotopic precursor selection was enabled and dynamic exclusion was used with exclusion duration of 5 s. Protein and peptide identification were done with Integrated Proteomics Pipeline – IP2 (Integrated Proteomics Applications). Tandem mass spectra were extracted from raw files using RawConverter (He et al., 2015) and searched with ProLuCID (Xu et al., 2015; Peng et al., 2003) against the TAIR database with reversed sequences. The search space included all fully-tryptic and half-tryptic peptide candidates. Carbamidomethylation on cysteine was considered as a static modification. Data was searched with 50 ppm precursor ion tolerance and 600 ppm fragment ion tolerance. Identified proteins were filtered to using DTASelect (Tabb et al., 2002) and utilizing a target-decoy database search strategy to control the false discovery rate to 1% at the protein level (Peng et al., 2003).

### cDNA synthesis and RT-PCR

Total RNA from L*er* and *een-1* seedlings was extracted using the RNeasy Plant Mini Kit (74903, Qiagen) to investigate the *EEN-AQI* fusion event. Extracted RNA was reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (4368814, Thermo Fisher Scientific). RT-PCR analysis of the chimeric *EEN-AQI* cDNA was carried with the Phusion High-Fidelity DNA Polymerase (M0530S, New England Biolabs). Primers used to amplify and quantify the respective cDNA levels are indicated in Supplementary file 9.

### Accession numbers

Sequence data can be downloaded from GEO (accession GSE122314). Visualized sequencing data can be found under http://neomorph.salk.edu/ein6een.php.

## Data Availability

Sequence data have been deposited in GEO under accession GSE122314. An overview of all sequenced data is given in Supplementary file 2. Visualized sequencing data can be found under http://neomorph.salk.edu/ein6een.php. The following dataset was generated: ZanderMWilligeBCHeYNguyenTALangfordAENehringRHowellEMcGrathRBartlettACastanonRNeryJRChenHZhangZJupeFLewseyMGStepanovaANSchmitzRJChoryJEckerJ2019Epigenetic Control of a Multifunctional Stress RegulatorNCBI Gene Expression OmnibusGSE12231410.7554/eLife.47835PMC673987531418686

## Additional files

Supplementary file 1. Differentially regulated genes in L*er*, *ein6-1*, *een-1*, *ein6-1 een-1* and *ein2-45* seedlings in response to ET. Tables displaying differentially regulated ET genes in L*er*, *ein6-1*, *een-1*, *ein6-1 een-1* and *ein2-45* seedlings. Differentially expressed genes were discovered with edgeR.

Supplementary file 2. Sequencing samples. Table displaying all generated sequencing samples.

Supplementary file 3. Group I and Group II genes. Tables displaying Group I and Group II genes which were identified by SICER through the comparison of *ein6-1* vs L*er* (Group I) and *ein6-1 een-1* vs *ein6-1* (Group II).

Supplementary file 4. Differentially enriched epigenome features in *ein6-1 een-1* mutants. Table displaying differentially enriched epigenome features in *ein6-1 een-1* mutants. Epigenome feature differences were determined with SICER (H2A.Z, H3K4me3 and H2Aub) and methylpy (5mC).

Supplementary file 5. Binding sites of EIN6, EIN6-ZNF and EEN. Tables display the binding sites of EIN6, EIN6-ZNF and EEN that were determined with SICER and GEM.

Supplementary file 6. Potential EEN interactors. Tables display the two IP mass spectrometry replicates using Col-0 *35S:EEN-FLAG* flowers (MS-IP I and MS IP II). Only potential interactors that show no spectral counts in the IgG sample were included.

Supplementary file 7. Differentially regulated genes in untreated *ino80-8*, *een-2* and *arp5-1* seedlings. Tables displaying differentially regulated genes in *ino80-8*, *een-2* and *arp5-1* seedlings. Differentially expressed genes were discovered with edgeR.

Supplementary file 8. Genes with a robust eviction of H2A.Z in response to ET. Tables displays genes that a robust ET-induced eviction of H2A.Z in L*er* and Col-0 (1.3 fold enrichment). Significant differential enrichment was determined with SICER. A list

Supplementary file 9. List of primers. Table displays all used primer in this study.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

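RNA was measured by sequencing in 3-day-old etiolated *Arabidopsis* seedlings. The first table covers L*er*, *ein6-1*, *een-1*, *ein6-1 een-1* and *ein2-45*, each in air and after 4 hr of ET, and the second covers Col-0, *een-2*, *ino80-8* and *arp5-1* in air. Every group has 2 libraries, which the paper calls biological replicates, so there are 10 groups in the first table and 4 in the second. A further 4 columns of the second table repeat L*er* and *een-1* air libraries of the first value for value and were counted once.

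The authors mapped the reads to TAIR10 with STAR 2.6.0c and quantified genes with RSEM 1.3.0, and the deposited values are TPM for 33602 genes, which sum to the same total in every library and were not scaled between libraries. The paper names edgeR as the authors' tool for differential expression. Read counts were not used here, so the depth of each library is unknown and no counting error can be given for a gene. Of the gene identifiers, 32835 match the TAIR10.1 annotation, from which positions were taken.

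TPM was compared as log2 of TPM plus a pseudocount of 1. Genes with at least 1 TPM in at least 2 libraries were tested, 20592 in the first table and 20152 in the second. A linear model of group means was fitted per table with limma 3.58.1 (R 4.3.3), with moderated t statistics, a variance trend with expression, and Benjamini-Hochberg adjustment over all tested genes, and an adjusted p below 0.05 counts as a call. The comparisons were ET against air in each genotype, each genotype against L*er* in air and after ET, the difference in ET response between genotypes, each mutant against Col-0, and *een-2* and *arp5-1* against *ino80-8*. Higher and lower counts are given beside those after rescaling each library by median-of-ratios factors, because rRNA shares differ between libraries. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

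Gene groups come from 16 lists with 261 members, from which 12 further names were left out because no symbol matched them. They are ET synthesis, ET perception and signaling, ET-related transcription factors, auxin, defence, cell wall, root hair, photosynthesis and light harvesting, seed storage and late embryogenesis, heat shock, the INO80 and SWR1 complexes with H2A.Z, Polycomb, flowering, flavonoid, glucosinolate, and cell division. Values of some members of the seed storage, heat-shock and defence lists were seen in Supplementary file 7 before these lists were written. Named genes are those that the paper names, members of the lists given as examples, and the 10 largest increases and decreases per comparison in which both libraries of one group lie above both of the other and a group mean reaches 5 TPM. Genes named for another reason are described as named after the values were seen. The model, the filters, the rule for naming genes and the alternative settings were fixed before the data were examined. The lists were too, except that the seed storage, heat-shock and defence lists were written with those values seen. Supplementary file 7 equals the deposited TPM in the 1998 genes at hand, so the values seen belong to the same data.

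The share of the L*er* ET response that a mutant kept is the median over the genes called in L*er* of the ratio between the mutant's log2 fold change and that of L*er*, and was also computed for each ET replicate. Because the mutants share Col-0 libraries, similarity to *ino80-8* was set beside 100 simulations in which only the controls are shared and no gene is changed. The similarity was also set beside the overlap of independent lists. Lists from the paper's supplements were compared with the calls by Fisher's exact test, adjusted over 42 tests.

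The alternative settings were no minimum on TPM, a minimum of 5 TPM, the compared groups only, median-of-ratios rescaling, pseudocounts of 0.1 and 5, a replicate block, each library left out in turn, and p adjusted over a gene list alone. Leaving out rRNA and organelle genes, and leaving out *ein6-1* ET replicate 2 together with rescaling, were added after seeing the rRNA shares. DESeq2 was not used, since the values are TPM and not counts.

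The pipeline was tested on simulated data with 200 changed genes. For the ET comparison in L*er*, 45 of 100 genes with a log2 change of 1 and 99 of 100 with a log2 change of 2 were recovered, and 4 unchanged genes were called. For *ino80-8*, 49 and 89 of 100 were recovered and 8 unchanged genes were called. These simulated libraries did not differ in composition, so the calls of unchanged genes do not measure what differing rRNA shares do to the real TPM. With simulated libraries multiplied by known factors and then rescaled, 5 (L*er*) and 8 (*ino80-8*) unchanged genes were called. The ChIP-seq and DNA methylation data of the paper were not analysed here, so statements about histone marks, H2A.Z and methylation have no values beside them.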

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

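The response differences, the calls of single genes and the values with rescaling or 1 library left out come from the fixed comparisons, while the tests of explanations were chosen after seeing the result, with predictions written before the test was run only for an extra copy of the chromosome 3 segment and for the column of Supplementary file 1.

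Differences in ET response between genotypes stood out because they compare changes and not levels. They number 761 genes in *ein6-1 een-1* against L*er*, 763 in *ein2-45* against L*er*, 3 in *ein6-1* against L*er*, and 13 between *ein6-1 een-1* and *ein2-45*. Other results stood out because the text of the paper does not discuss these genes in these libraries. *INO80* rose by 1.28 on the log2 scale in *een-1* and by 1.58 in *ein6-1 een-1* against L*er* in air (adjusted p = 0.0081 and 0.00091 by limma, 24.5 ± 2.26 and 30.4 ± 3.17 TPM against 9.60 ± 2.16, n = 2). The median gene moved by 0.32 and 0.33 in these comparisons, so part of each rise is shared with the median gene. Both comparisons use the same L*er* air libraries, so the rises are not independent of each other. The rise in *een-1* does not pass without L*er* air replicate 1 (1.07, adjusted p = 0.11) or *een-1* air replicate 2 (1.19, adjusted p = 0.095).

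A segment of chromosome 3 has higher transcript levels in *ein2-45*. It runs from AT3G27280 to AT3G28150, from 10076809 to 10473952, and was found in the ET libraries as a run of raised medians. In the air libraries 51 of 63 tested genes of the segment were higher in *ein2-45* than in L*er* and 2 lower, against 11.2% higher elsewhere. Library composition does not explain it, as the median log2 fold change stays at 0.87 after rescaling, and neither would a segment that expresses like Col-0, since Col-0 minus L*er* is only 0.048 above that of all genes. An extra copy may account for it: over the 34 segment genes of at least 10 TPM the shifts are tight. Their interquartile range is 0.545 of that of the other genes of chromosome 3 at this level, though DNA was not analysed here.

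In *ino80-8*, *een-2* and *arp5-1*, 13, 13 and 18 of 18 seed storage and late embryogenesis genes were called higher, and 2, 13 and 19 of 20 photosynthesis and light-harvesting genes lower. Both light-harvesting genes called in *ino80-8* lose the call when single libraries are left out (*LHCB2.1* at adjusted p = 0.064 and 0.075, *LHCB1.3* at 0.089 and 0.16). Library composition does not account for the seed storage genes in *ino80-8*, since 13 stay higher after rescaling, nor for the light-harvesting genes, whose median log2 fold changes then are -0.70 in *ino80-8* (quartiles -0.92 and -0.48) and lower in the other mutants. The resemblance of *een-2* to *ino80-8* does not rest on the members of these lists alone. Of the 342 INO80-dependent genes outside both lists, and not called in *ein6-1* or *ein2-45* in air, 61.1% were called the same way in *een-2*. Genes that move with the lists may remain among them, and the shared Col-0 libraries enter this share, so a wider programme is not excluded. Another stage of seedling growth could raise and lower the same genes, and this cannot be told apart from an effect of the mutations. For the comparisons with L*er* in air, signs were taken after subtracting the median log2 fold change of each comparison. Of 578 INO80-dependent genes tested there, only 32.7% then had the same sign in *ein6-1* and 38.1% in *ein2-45*. The shares were 63.1% in *een-1* and 71.6% in *ein6-1 een-1*. Same-sign shares against Col-0 were taken without this step, so the 2 kinds are not alike.

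The second *ein6-1* ET library stands apart in rRNA share, in *EIN2* and in how few of its values match Supplementary file 1. Its smaller ET response may come from library composition, since the shares of the L*er* response in the *ein6-1* ET replicates differ by a ratio of only 1.05 after rescaling. *EIN2* still differs 1.93-fold between the replicates after rescaling, so composition does not explain that. The deposited library has the values of Supplementary file 1 in only 17.5% of 1715 genes at hand, while the other 19 libraries match in all of them, so the paper's *EIN2* value for this replicate could come from other data; that column correlates more closely with L*er* ET replicate 2 (0.984) than with the deposited *ein6-1* library (0.976). Whether that column of Supplementary file 1 carries the *ein6-1* difference from L*er* cannot be told apart from a column that carries little of it: it keeps 23.5% of the difference (from 9.8 to 34.1 in resamples of genes, a range above 0 that crosses the limit set before the test), the deposited library 57.3%, and the L*er* ET libraries against each other 5.43% and -5.43%, opposite by construction.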

How the results depend on the processing

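The added alternatives (rRNA and organelle genes left out, and *ein6-1* ET replicate 2 left out with rescaling) were chosen after seeing the data. With 2 libraries per group and unknown depth the counts of called genes move with nearly every choice, DESeq2 and other count tools were not run since the values are TPM, and the cause of a change was not tested unless stated. A total of called genes counted as the same within 1.5-fold, whatever its split into higher and lower. A kept share counted as the same within the SD of its replicates, and a gene or list test if its call held. Rescaling turned 3054 higher and 961 lower ET genes in L*er* into 1812 and 2652, which counts as the same. By these rules most results stayed the same: 162 of 178 with no minimum on TPM, 171 of 173 with at least 5 TPM, 131 of 159 with the compared groups only, 163 of 178 after rescaling, 170 and 169 of 178 with pseudocounts of 0.1 and 5, 169 of 172 with a replicate block, 163 of 177 without rRNA and organelle genes, 99 of 118 without *ein6-1* ET replicate 2 and with rescaling, 10 of 19 when adjusted over the list alone, and 2586 of 2828 with 1 library left out, including libraries outside the comparison. Apart from the adjustment over the list alone, most results counted are single genes named in the text. Some of these were named for large changes in these same data. The counts therefore say little about totals of called genes and kept shares, whose changes are given below.

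With the compared groups only, ET changed 328 genes in *ein6-1*, and the ET response differed from L*er* in 5 genes in *ein6-1*, 1 in *een-1*, 2709 in *ein6-1 een-1* and 1654 in *ein2-45*. In air 341 genes differed in *ein6-1* and 7390 in *een-1* from L*er*, 85 in *ino80-8* and 80 in *een-2* from Col-0, and 12 between *een-2* and *ino80-8*. With no minimum on TPM the ET response differed in 7 genes (*ein6-1*) and 8 (*een-1*), 294 genes differed in *ino80-8*, 1233 in *een-2* and 170 between them, and of the 294 genes 194 (66%) were called the same way in *een-2* and 228 (77.6%) in *arp5-1*. A pseudocount of 0.1 gave 44 ET genes in *ein6-1 een-1* and 1 in *ein2-45*. A pseudocount of 5 gave 146 in *ein6-1 een-1*, response differences of 5 (*ein6-1*), 1 (*een-1*) and 37 (*ein6-1 een-1* against *ein2-45*), and *EEN* called higher in *een-1* (0.47, adjusted p = 0.048). *EEN* in *een-1* also passed at a minimum of 5 TPM (0.54, adjusted p = 0.047) and with a replicate block (0.54, adjusted p = 0.05). For most pairs of groups the replicate numbers showed little sign of pairing samples, though pairing among some groups is not excluded. Over 45 pairs of groups of the first table the paired correlation had a median of 0.027 (from -0.28 to 0.26), with 11 above 0.1. Over 6 pairs of the second the median was 0.049 (from -0.076 to 0.18), with 1 above 0.1.

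Rescaling gave 2993 ET genes in *een-1* and 127 in *ein6-1 een-1*, response differences of 1878 (*ein6-1 een-1*), 1927 (*ein2-45*) and 26 (between them), 1422 genes in *ein6-1* in air, and kept shares of 64.4% (*ein6-1*), 73.2% (*een-1*) and 0.888% (*ein2-45*). Without rRNA and organelle genes the values were 2877 and 137 ET genes, response differences of 1802, 1925, 26 and 1 (*een-1*), 1426 genes in *ein6-1* in air, and kept shares of 59.8%, 69.8% and 0.715%. Without *ein6-1* ET replicate 2 and with rescaling they were 3694 and 161 ET genes, response differences of 2382, 2525 and 33, 2062 genes in *ein6-1* and 5680 in *ein2-45* in air, and kept shares of 61.7%, 72.4% and 0.838%, with *REF6* called higher in *ein6-1* (0.69, adjusted p = 0.006) and *EIN2* lower in *ein2-45* (-0.37, adjusted p = 0.012). Adjusted over the list alone, genes of the 16 lists passed in 23 cases for ET in *ein6-1 een-1*, 3 for ET in *ein2-45*, 28, 1, 38 and 64 for response differences in *ein6-1*, *een-1*, *ein6-1 een-1* and *ein2-45*, 17 for *ein6-1 een-1* against *ein2-45*, 62 in *ino80-8* and 37 between *een-2* and *ino80-8*.

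With 1 library left out, ET genes ranged from 1131 (L*er* air 1) to 7442 (*ein6-1* ET 2) in L*er*, 1086 (*ein6-1* air 1) to 9708 (*ein6-1* ET 1) in *ein6-1*, 643 (*een-1* ET 2) to 3058 (*ein6-1* ET 1) in *een-1*, 11 (its ET 1) to 141 (*ein6-1* ET 2) in *ein6-1 een-1*, and 0 to 3 (its ET 2) in *ein2-45*. Other libraries that moved these by more than 1.5-fold gave 1475 in *ein6-1* (its ET 2), 713, 783, 914 and 3055 in *een-1* (its air 1, air 2, ET 1 and *ein6-1* ET 2), and 12, 43, 22, 140 and 50 in *ein6-1 een-1* (its air 1, air 2, ET 2, *ein6-1* ET 1, and either *ein2-45* ET library). Response differences from L*er* ranged from 2 to 11289 (*ein6-1* ET 1) in *ein6-1* (22 without its air 2), 0 to 2 (L*er* ET 1) in *een-1*, 305 (L*er* air 1) to 4026 (*ein6-1* ET 2) in *ein6-1 een-1* and 368 (*ein2-45* ET 1) to 2297 (either *ein6-1* ET library) in *ein2-45*, and from 4 (*ein6-1 een-1* ET 1) to 28 (either *ein6-1* ET library) between the last 2. Genes differing from L*er* in air ranged from 319 (L*er* air 1) to 1974 (*ein6-1* ET 2) in *ein6-1*, 457 (*een-1* air 2) to 8706 (*ein6-1* ET 2) in *een-1*, 3375 (L*er* air 1) to 10366 (*ein6-1* ET 2) in *ein6-1 een-1* and 1483 (L*er* air 1) to 5519 (*ein6-1* ET 2) in *ein2-45*. Against Col-0 they ranged from 101 (*ino80-8* 1) to 710 (*een-2* 2) in *ino80-8*, 471 (Col-0 2) to 1864 (*arp5-1* 1) in *een-2* and 7989 to 9985 in *arp5-1*; against *ino80-8*, from 59 (*ino80-8* 2) to 631 (*een-2* 1) in *een-2* and 6128 to 8864 in *arp5-1*. INO80-dependent genes called the same way ranged from 81 (*ino80-8* 1) to 327 (*een-2* 1) in *een-2* and 82 (*ino80-8* 1) to 509 (*een-2* 2) in *arp5-1*. Kept shares ranged from -18.3% (*ein6-1* ET 1) to 70.3% (L*er* air 1) in *ein6-1*, 49.2% to 75% in *een-1*, -2.86% to 8.68% in *ein6-1 een-1* and -1.98% to 7.47% in *ein2-45*.

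The log2 fold change of *EIN2* in *ein6-1 een-1* ranged from -2.41 to -2.20 in air and from -3.01 to -2.62 after ET, of *EIN2* in *ein2-45* from -0.28 to -0.07, of *EEN* in *een-2* from -5.09 to -4.49, of *INO80* in *ino80-8* from -2.42 to -2.23, of *ARP5* in *arp5-1* from -0.38 to -0.26, of *AQI* in *een-1* from -2.69 to -2.58, of *REF6* in *ein6-1* from 0.74 to 0.95 (called without *ein6-1* ET 1, adjusted p = 0.0056, or ET 2, 0.0054) and of *EEN* in *een-1* from 0.42 to 0.66 (called without either L*er* ET library, adjusted p = 0.048, either *ein6-1* air library, 0.034, or either *ein6-1* ET library, 0.021). On TPM the ET response of *EIN2* in *ein6-1* changes sign between its replicates: -0.81 without ET replicate 1 and 0.81 without ET replicate 2. Each value rests on a single *ein6-1* ET library. In replicate 2 rRNA takes 30.3% of TPM, which lowers its *EIN2* value. Odds ratios ranged from 2.3 to 3.08 for H2A.Z eviction genes, 4.99 to 6.14 and 9.94 to 24.3 for Group II genes in *ein6-1 een-1* and *ino80-8*, and 3.34 to 4.35, 2.46 to 2.74 and 0.418 to 1.64 for EEN targets in *een-2*, *arp5-1* and *ino80-8*.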

Differences from the paper's values

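The paper's text gives no threshold for differential expression, which the authors called with edgeR, and its tables of called genes go with an FDR of 0.05; the values here use an adjusted p below 0.05 from limma on TPM. The paper reports 1803 genes induced by ET in L*er*, and 3054 were found here. Settings fixed before the data were examined that come within 1.5-fold of the paper's count are rescaling (1812), the compared groups only (2562), and leaving out L*er* air 2 (1548), L*er* ET 1 (1556), *een-1* ET 1 or ET 2 (2642 and 2644), *ein6-1 een-1* air 1 or air 2 (2669 and 2666) or *ein2-45* ET 1 or ET 2 (2603 and 2606), while 17 others do not. For repressed genes the paper has 2598 and 961 were found here; rescaling reaches it (2652) and 26 settings do not. In *ino80-8* the paper has 787 higher and 1079 lower genes, 1866 in all, against 332, 268 and 600 here, and none of 15 settings reaches these values (the highest total is 752, with a replicate block).

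The log2 fold change of *EBF2* after ET in L*er* is 0.71 in the paper and 1.09 here; rescaling (0.82), leaving out L*er* air 2 (1.05) and leaving out L*er* ET 2 (0.89) come within a standard error of it and 24 other settings do not. That of *INO80* in *ino80-8* is -2.641 in the paper and -2.33 here; a pseudocount of 0.1 (-2.62) and leaving out *ino80-8* replicate 1 (-2.42) come within a standard error of it and 13 do not. The paper's lower *EIN2* replicate in *ein6-1* after ET is about 75 TPM in Fig. 1F, read by eye, and 34.1 TPM in the deposited library. After rescaling this library has 53.3, within 1.5-fold of the paper's value. That does not settle the difference, since Fig. 1F gives TPM that were not rescaled. The deposited library also equals Supplementary file 1 in only 17.5% of the genes at hand.

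Lists of the paper that are at hand can be compared directly. Of its 1803 induced genes, 1772 were tested here, all with the same sign, and 1617 were called (91.3%; 1326, 74.9%, rescaled). Of its repressed genes 1994 of 2598 are at hand; 1986 were tested, all with the same sign, and 432 were called (21.8%; 1697, 85.4%, rescaled). Of the *ino80-8* lists at hand, 774 higher genes were tested and 289 called (37.3%), and 1063 lower genes were tested and 235 called (22.1%). The deposited TPM of 19 of 20 libraries equal those of the 1715 genes of Supplementary file 1 at hand, and those of the second *ein6-1* ET library equal 300 of them (17.5%; median ratio 1.57), with values within 0.01 TPM taken as equal. All 8 libraries of the second table equal Supplementary file 7 in the 1998 genes at hand.

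The paper describes the changes in *een-2* and *arp5-1* as remarkably similar to those of *ino80-8*, and of the 600 genes here 381 (63.5%) were called in the same direction and 6 in the opposite direction in *een-2* (33.7% in the same direction without *een-2* replicate 2), and 434 (72.3%) and 60 in *arp5-1*.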

Other observations

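The following comparisons between genotypes in air and with lists of the paper were chosen in the fixed design, apart from the seed and light pattern across backgrounds, which was looked at after seeing the result.

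Before any ET is given, *ein6-1*, *ein2-45* and *ein6-1 een-1* differ from L*er* in seed storage genes, and *ein2-45* and *ein6-1 een-1* also in light-harvesting genes. All genotypes are compared with the same L*er* air libraries, so chance differences of those libraries enter every comparison. *CRU1* had 653 ± 13.1 TPM in L*er*, 11.3 ± 1.46 in *ein6-1* (log2 fold change -5.73, adjusted p = 2.4e-10 by limma, n = 2), 84.3 ± 20.2 in *ein2-45* (-2.96, 7.1e-07) and 4440 ± 143 in *ein6-1 een-1* (2.76, 7.2e-07), while *een-1* had 849 ± 480 (0.25, adjusted p = 0.51). Of 18 seed storage and late embryogenesis genes, 17 fell in *ein6-1*, 15 in *ein2-45* and 0 in *een-1*, and 16 rose in *ein6-1 een-1*. Of 20 photosynthesis and light-harvesting genes, 20 rose in *ein2-45*, 12 in *ein6-1* (3 after rescaling) and 7 in *een-1* (3), and 15 fell in *ein6-1 een-1* (18); *LHCB2.1* had log2 fold changes of 2.32 in *ein2-45* and -1.42 in *ein6-1 een-1*. *HDA2* fell by 2.1 in *een-1* and by 1.85 in *ein6-1 een-1*, as it did in *een-2*, *ino80-8* and *arp5-1*. *AT4G19950* had 12.2 TPM in L*er* and 12.6 in *ein2-45*, and fell in *ein6-1*, *een-1* and *ein6-1 een-1* (log2 fold changes of -2.78, -3.19 and -3.64). In *een-1* all 13 cell division genes rose (10 after rescaling), *CYCB1;1* by 1.36; 6 rose in *ein6-1 een-1* (2), 6 in *ein2-45* and 1 in *ein6-1*. *AQI* (At4g38220, chromosome 4 from 17925180 to 17927188) fell by 2.63 in *een-1* (14.4 ± 0.134 against 94.5 ± 5.24 TPM, adjusted p = 1.8e-07). *REF6* (At3g48430, chromosome 3 from 17935256 to 17940792) had 10.1 ± 0.870 TPM in *ein6-1* against 5.21 ± 0.636 in L*er* (0.84, adjusted p = 0.17).

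Totals in air against L*er* were 477 higher and 385 lower in *ein6-1* (550 and 872 rescaled), 4343 and 540 in *een-1* (2271 and 2765), 5862 and 1297 in *ein6-1 een-1* (3759 and 3912) and 2360 and 895 in *ein2-45* (2423 and 2312). The total of 4883 in *een-1* was 457 without *een-1* air replicate 2, 851 without L*er* air replicate 1, 2685 without L*er* air replicate 2, 3027 without *een-1* air replicate 1, and 8699 or 8706 without *ein6-1* ET replicate 1 or 2. With 1 library left out the others ranged from 319 (L*er* air replicate 1) to 1974 (*ein6-1* ET replicate 2) in *ein6-1*, from 3375 to 10366 (the same libraries) in *ein6-1 een-1* and from 1483 to 5519 (the same libraries) in *ein2-45*. Of 21 ET perception and signaling genes 2 rose and 7 fell in *ein6-1 een-1* (1 and 12 rescaled) and 6 fell in *ein2-45*; of 19 ET-related transcription factor genes 1 rose and 6 fell in *ein6-1 een-1* and 6 fell in *ein2-45*; of 12 ET synthesis genes 2 rose and 6 fell in *ein6-1 een-1*, and *ACO4* fell by 2.56. Of 13 cell wall genes 9 fell in *ein6-1 een-1* and 4 in *ein2-45*; of 10 root hair genes 6 fell in *ein2-45* and 3 in *een-1*; of 19 auxin genes 4 rose and 7 fell in *ein6-1 een-1* and 7 rose in *een-1* (4 rose and 3 fell rescaled). Of 7 flavonoid genes 5 rose in *een-1* (3) and 5 in *ein2-45*; of 13 glucosinolate genes 8 rose in *ein6-1 een-1* and 5 in *ein2-45*; of 11 heat-shock genes 8 rose in *ein6-1 een-1* and 5 in *een-1* (2). INO80 and SWR1 complex genes rose in 5 of 9 cases in *een-1* (4 after rescaling) and in 4 in *ein6-1 een-1* (3). Of 16 Polycomb genes 4 rose in *ein6-1 een-1* (2 rose and 2 fell rescaled), of 10 flowering genes 2 rose in *ein6-1 een-1*, *SOC1* and *MAF5*, and of 6 defence genes 3 rose and 1 fell there.

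Lists of the paper were compared with the calls by Fisher's exact test. The test takes genes as independent, which they are not, so its p does not measure the spread between libraries. The background was all other tested genes, not matched for expression. Genes that lose H2A.Z after ET were higher after ET in L*er* in 284 of 1034 cases (27.5% against 14.2%; odds ratio 2.29, adjusted p = 9.8e-26; 2.89 rescaled), and in *een-1* in 77 (7.45% against 2.05%; 3.85, adjusted p = 6.2e-19; 3.74 rescaled). Of the Group II genes, 12 of 46 were lower in *ein6-1 een-1* in air (26.1% against 6.25%; odds ratio 5.29, adjusted p = 5.4e-05; 2.74 rescaled), and 6 of 44 in *ino80-8* (13.6% against 1.30%; 12.0, adjusted p = 6.3e-05; from 9.94 to 24.3, the latter without *ino80-8* replicate 1, with 1 library left out). Top-ranked EEN target genes were lower in *een-2* in 117 of 901 cases (13.0% against 4.11%; 3.48, adjusted p = 1.7e-24) and in *arp5-1* in 440 (48.8% against 26.9%; 2.6, 8.4e-41), and in *ino80-8* in 10 (1.11% against 1.34%; 0.826, adjusted p = 0.78; from 0.418 without Col-0 replicate 2 to 1.64 without *ino80-8* replicate 1).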
